# Study on the analgesic and anti-inflammatory mechanisms of Jingu Zhitong gel in the treatment of knee osteoarthritis through the IL-17, NGF-TrkA, and COX-2/PGE2 pathways

**DOI:** 10.3389/fphar.2026.1791915

**Published:** 2026-04-17

**Authors:** Lu Li, Yiyao Liang, Jing Dong, Zhenzhen Su, Xinyu Xu, Ziyin Wu, Xinzhuang Zhang, Jifeng Li, Zhenzhong Wang, Wenjun Liu, Liang Cao, Wei Xiao

**Keywords:** COX-2/PGE2 pathway, IL-17 signaling pathway, Jingu Zhitong gel (JGZTG), knee osteoarthritis (KOA), NGF-TrkA pathway, transcriptomics

## Abstract

**Introduction:**

Knee osteoarthritis (KOA) is a degenerative bone and joint disease. Jingu Zhitong Gel (JGZTG) exhibits a promising therapeutic effect in the clinical treatment of knee osteoarthritis (KOA). However, the mechanism of JGZTG in treating KOA remains unclear.

**Methods:**

We established a rat model of KOA through surgery and treated rats with JGZTG for 21 days. The pain threshold was measured by the Ugo Basile joint pain tester, the weight bearing on the right foot was detected by a bipedal balance tester, the inflammatory factor levels were measured by ELISA kits, and the joint morphology score was evaluated. Hematoxylin and eosin staining (H&E) was used to evaluate the pathological lesions, while toluidine blue staining was used to observe the proteoglycan depletion. Transcriptomic analysis was conducted to elucidate the potential mechanisms of JGZTG in treating KOA. Real-time quantitative Polymerase Chain Reaction (RT-qPCR), and immunofluorescence (IF) assays were conducted to validate transcriptomic results and investigate the analgesic mechanisms.

**Results:**

After 21 days of treatment, JGZTG significantly increased the pain threshold and the weight bearing on the right foot in KOA rats, furthermore, reduced the levels of inflammatory factors (TNF-α, IL-6, IL-1β, and PGE2) in the serum and joint lavage fluid. In addition, JGZTG significantly decreased the joint morphology score, reduced synovial damage, alleviated cartilage injury, and reduced proteoglycan depletion in KOA models. The results of transcriptomic analysis showed that the anti-inflammatory effect of JGZTG in treating KOA was associated with the IL-17 signaling pathway. Further validation revealed that the relative mRNA and protein expression of IL-17RB, FosB, MMP1b, MMP3, MMP13, CCL17, and CXCL6 were regulated by JGZTG. In addition, JGZTG can reduce the mRNA and protein overexpression of NGF, Ntrk1, Trpv1, Ptgs2, PGE2, EP4, TAC1, and Calca, which are the key factors of the NGF-TrkA and COX-2/PGE2 pathways.

**Conclusion:**

JGZTG exhibits pain-relieving and anti-inflammatory effects in KOA, which were linked to altered IL-17, NGF-TrkA, and COX-2/PGE2 pathways. These findings have provided experimental evidence for the mechanisms underlying the therapeutic effects of JGZTG in KOA.

## 1 Introduction

Knee osteoarthritis (KOA) is a degenerative bone and joint disease, which is more common in middle-aged and elderly people, with knee joint swelling, pain, stiffness, mobility disorders, and muscle atrophy as the main symptoms in clinical practice (Dantas et al., 2021). Studies have shown that with the aging of the population, 250 million people worldwide are currently suffering from KOA, which has become a severe public health problem and has brought economic burden to both patients and society (Hunter and Bierma-Zeinstra, 2019). The major pathological hallmarks of KOA are synovial inflammation, articular surface cartilage degeneration, meniscal degeneration, ligament and muscle pathologic changes, subchondral sclerosis, and osteophyte hyperplasia, etc (Zhou et al., 2023). Although the pathogenesis of KOA has not been fully understood, joint inflammation may play an important role in the onset of pain in KOA, and aggravates cartilage damage and eventually evolves into chronic pain (Ashraf et al., 2018; Ostojic et al., 2019). Antipyretic analgesics, nonsteroidal anti-inflammatory drugs (NSAIDs), or intra-articular corticosteroids are commonly used in the treatment of KOA in clinical practice; however, long-term use of these drugs may cause side effects such as severe gastrointestinal reactions and cannot reverse disease progression (Liu et al., 2025). Therefore, it is urgent to find new treatment methods in Chinese medicine.

Jingu Zhitong Gel (JGZTG) (Approval number: Z20200003, patent number: CN101288711B), which was formerly known as “Tongning Gel” prior to its market launch, shares the same prescription composition and preparation methods. JGZTG is a formula containing twelve Chinese medicine, exhibits a promising therapeutic effect in the clinical treatment of KOA. The compositions and proportion of JGZTG were listed in Table 1. According to traditional Chinese medicine (TCM) theory, JGZTG is used for kidney deficiency, tendon and pulse stasis symptoms with the function of promoting blood circulation and regulating qi, dispelling wind and dampness, unblocking collaterals, and relieving pain (Lv et al., 2024). The clinical experience showed that JGZTG could significantly reduce the pain index, total score, stiffness score, and joint motion score according to the Western Ontario and McMaster Universities Osteoarthritis Index (WOMAC), and the TCM syndrome score of KOA patients (Liu, 2012; Zhao et al., 2020). The systematic investigations of the chemical constituents in JGZTG have been conducted using Gas Chromatograph-Mass Spectrometer (GC-MS) and Ultra-performance liquid chromatography coupled with quadrupole-time of flight mass/mass spectrometry (UPLC-Q-TOF-MS/MS) (Fu et al., 2020; Lv et al., 2024). However, the mechanism of JGZTG in treating KOA remains unclear. Our previous research demonstrated that JGZTG may inhibit the progress of synovitis by regulating the expression of Interleukin-1 beta (IL-1β), Prostaglandin E2 (PGE2), and NLRP3 (NOD-like receptor family pyrin domain containing 3) in rats with KOA (Peng et al., 2023).

**TABLE 1:** Composition and proportion of JGZTG.

Chinese name	Botanical name	Proportion (g)	Category
Yanhusuo	*Çorydalis yanhusuo* (Y. H. Chou & Chun C. Hsu) W. T. Wang ex Z. Y. Su and C. Y. Wu	107.5	Chief
Chuɑnxiong	*Ligusticum chuanxiong* S. H. Qiu, Y. Q. zeng, K. Y. Pan, Y. C. Tang and J. M. Xu	86	Deputy
Weilingxiɑn	*Clematis chinensis* Osbeck	86	Deputy
Shenjincɑo	*Lycopodium japonicum* Thunb.	107.5	Assistant
Tougucao	*Phryma leptostachya* L.	107.5	Assistant
Lulutong	*Liquidambar formosana* Hance	86	Assistant
Haitongpi	*Erythrina variegata* L.	107.5	Assistant
Fangfeng	*Saposhnikovia divaricata* (Turcz.)Schischk.	107.5	Assistant
Huɑjiɑo	*Zanthoxylum bungeanum* Maxim.	107.5	Assistant
Bohe	L-Menthol	3.6	Assistant
Bingpian	*Borneolum Syntheticum*	7.2	Assistant
Niuxi	*Achyranthes bidentata* Blume	86	Envoy

Therefore, we established KOA model rats through surgery to investigate the therapeutic effect of JGZTG (Li et al., 2024; Zhang et al., 2025). Furthermore, transcriptomic analysis was used to evaluate the potential mechanism of JGZTG in the treatment of KOA. The interleukin (IL) −17 signaling pathway, associated with synovial inflammation, is the most significant pathway in KOA through integrated bioinformatics analysis (Xu et al., 2024). IL-17 amplifies the synovial inflammatory and cartilage damage effects in KOA by promoting the expression of pro-inflammatory factors, chemokines, and matrix metalloproteinases (Xiao et al., 2023). The nerve growth factor (NGF) -tyrosine kinase receptor A (TrkA) pathway serves as a crucial pain transmission pathway in KOA. Research has found that augmentation of NGF-TrkA signaling in the joint synovium and the peripheral sensory neurons facilitates pro-nociception and centralized sensitization, thereby aggravating joint pain (InSung et al., 2022). Cyclooxygenase-2 (COX-2) inhibitors are used in the treatment of osteoarthritis; inhibition of COX-2 reduces the production of prostaglandins, which decreases inflammation and pain (Richard et al., 2023). Real-time quantitative Polymerase Chain Reaction (RT-qPCR)**,** western blot (WB), and immunofluorescence (IF) techniques were used to validate the mechanism of how JGZTG affects KOA through IL-17, NGF-TrkA, and COX-2/PGE2 pathways. In summary, JGZTG exhibits a multi-pathway regulatory mechanism in KOA, which could provide a new option for KOA treatment.

## 2 Materials and methods

### 2.1 Materials

Diclofenac Diethylamine Gel (DDE) was purchased from GSK Consumer Healthcare, and JGZTG was obtained from Jiangsu Kanion Pharmaceutical Co., Ltd. The ELISA kits for IL-1β, TNF-α, IL-6, and PGE2 were purchased from MultiSciences (LiankeBio) (Hangzhou, China).

Rabbit IL-17RB antibody, Rabbit MMP13 antibody, Rabbit MMP3 antibody, Rabbit MMP13 antibody, and GCP2 (CXCL6) Ab were purchased from Affinity (Cincinnati, United States). FosB (5G4) Rabbit mAb was purchased from CST (Massachusetts, United States), NGF Rabbit pAb was purchased from Immunoway (Texas, United States), and TARC (CCL17) Polyclonal Antibody was purchased from Invitrogen (Carlsbad, United States). The above antibodies were used in Western blots.

Calca, NGF, Ptgs2, and TAC1 antibodies were purchased from Servicebio (Wuhan, China); Ntrk1, PGE2, EP4, and TRPV1 antibodies were purchased from ABclonal (Wuhan, China). The above antibodies were used in Immunofluorescence.

### 2.2 Preparation of JGZTG

JGZTG was supplied by Jiangsu Kanion Pharmaceutical Co., Ltd. (Jiangsu, China). Table 1 displays the composition and proportion of JGZTG. JGZTG was prepared by first subjecting *Zanthoxylum bungeanum* Maxim., *Ligusticum chuanxiong* S. H. Qiu, Y. Q. Zeng, K. Y. Pan, Y .C. Tang and J. M. Xu, and *Saposhnikovia divaricata* (Turcz.) Schischk. to hydro-distillation with 10-fold water for 8 h. The volatile oil was collected, and the herb residue was decocted with 10-fold water for 1 h, then combined with the distilled aqueous solution and filtered. Separately, *Çorydalis yanhusuo* (Y. H. Chou and Chun C. Hsu) W. T. Wang ex Z. Y. Su and C. Y. Wu, *Lycopodium japonicum* Thunb., *Phryma leptostachya* L*., Liquidambar formosana* Hance, *Erythrina variegata* L., *Achyranthes bidentata* Blume, and *Clematis chinensis* Osbeck was reflux-extracted twice with 10-fold 70% ethanol for 1 h. The combined ethanol extracts were filtered, concentrated to recycle ethanol, and then mixed with the aqueous filtrate. The combined extract was concentrated to a relative density of 1.20–1.25 (25 °C). Finally, The gel was prepared by fully swelling carbomer in distilled water, sequentially incorporating triethanolamine and glycerol, followed by a *Borneolum Syntheticum* and L-Menthol eutectic mixture, the volatile oil, the concentrated extract, and additional water, then triturating to homogeneity before packaging.

### 2.3 Animals’ treatment

Male Sprague-Dawley rats weighing 280–300 g were purchased from Jiangsu Huachuang Xinnuo Pharmaceutical Technology Co. Ltd. (animal certificate number: SCXK (SU) 2020-0009). The rats were housed under a room temperature of 24 °C–26 °C, a relative humidity of 55%, and a 12-h light-dark cycle. The experiments were approved by the Animal Care and Use Committee of China Pharmaceutical University (Animal Ethics Approval Number: CPU2023-09-018).

After 1 week of adaptive feeding, the medial collateral ligament and anterior cruciate ligament of the rats’ right knee joint were transected, and the medial meniscus was removed. Antibiotics were injected intramuscularly for 3 days to prevent infection, and the rats were inspected to exercise for 0.5 h every day for 4 weeks to establish the KOA model. In the sham group, the medial skin of the rats’ right knee joint was just incised and sutured.

After 4 weeks of modeling, the pain threshold of the rats was measured by the Ugo Basile joint pain tester, and the rats were randomly grouped into six groups according to the pain threshold: the sham group (Sham, *n* = 18), the model group (Model, *n* = 18), Diclofenac Diethylamine Cream group (DDE, *n* = 18, 0.2 g/kg), JGZTG low dosage group (JGL, *n* = 18, 0.6 g/kg), JGZTG middle dosage group (JGM, *n* = 18, 1.2 g/kg), JGZTG high dosage group (JGH, *n* = 18, 2.4 g/kg). The drugs were applied to the knee joint skin surface twice a day, lasting for a total of 21 days.

### 2.4 Pain symptom detection

12 rats were randomly selected from each group. 4 h after the final drug administration, the pain threshold of rats was measured by the Ugo Basile joint pain tester, and the weight bearing on the right foot of rats was measured by a bipedal balance tester.

### 2.5 Sample collection

24 h after the final drug administration, the orbital blood of rats was collected, and the serum was separated. Besides, rats in each group were anaesthetized and dissected, and the knee joint, joint lavage fluid, synovium, and L4-L6 DRG of the spinal cord were obtained.

### 2.6 Enzyme-linked immunosorbent assay (ELISA)

The levels of inflammatory factors IL-1β, IL-6, PGE2, and Tumor necrosis factor-α (TNF-α) in rats serum and joint lavage fluid were measured by ELISA kits. ELISA assays were conducted using samples from *n* = 10 randomly selected animals per group.

### 2.7 Articular cartilage morphology scores evaluation

The knee joints of rats were observed after dissection on 10 randomly selected rats from each group, and the articular cartilage morphological scores were evaluated according to the following principles (Table 2).

**TABLE 2:** Articular cartilage morphology scores evaluation.

Score	Assess symptoms
0	The articular surface was smooth, and the color was normal
1	The articular surface was rough, with small fissures and grey in color
2	The articular surface was eroded, and the cartilage was moderately injured
3	The articular surface was ulcerous, and the cartilage was deeply damaged
4	The cartilage was exfoliated, and the subchondral bone was exposed

### 2.8 Hematoxylin and eosin and toluidine blue staining

H&E staining was conducted on synovial tissue (*n* = 6) and on articular cartilage from a random subset of rats (*n* = 10) for knee joint histological assessment. Cartilage degradation was semi-quantitatively assessed using a modified Wakitani histological scoring system (Orth and Madry, 2015). This system evaluates four distinct histopathological dimensions of osteoarthritis-like lesions (Table 3 **)**. And the total score ranges from 0 to 9, with lower scores indicating better-preserved cartilage architecture and milder degeneration. Histological scoring was performed by a single investigator who was blinded to the experimental groups.

**TABLE 3:** Articular cartilage histological scores evaluation.

Histological parameter	Score	Description
Articular cartilage structure	0	Hyaline cartilage
	1	Predominantly hyaline cartilage
	2	Fibrocartilage
	3	Minimal fibrocartilage
	4	Complete loss of cartilage
Chondrocyte count	0	Normal cellularity
	1	Mild proliferation
	2	Moderate proliferation with clustered chondrocytes
	3	Severe chondrocyte depletion
Osteophyte formation	0	Absent
	1	Present
Epiphyseal plate damage	0	Absent
	1	Present

Toluidine blue staining was used to observe cartilage lesions of rats’ knee joints. Specifically, for the synovial and cartilage tissue block, fixation was achieved with 4% paraformaldehyde for 24 h, followed by a dehydration process involving sequential immersion in ethanol of increasing concentrations. The tissue blocks were subsequently transferred into xylene for clearing and then embedded in paraffin. Utilizing a microtome, continuous sections of 5 μm thickness were meticulously prepared. These tissue sections were sequentially subjected to H&E staining (Yu et al., 2025) and toluidine blue staining. Sections were evaluated and imaged under optical microscopy.

### 2.9 Transcriptomics analysis

RNA extraction, library construction, and transcriptome sequencing were conducted by Hangzhou Lianchuan Biotechnology Co., Ltd. The total RNA of three synovial tissue samples from each group was extracted using TRIzol reagent (Thermo Fisher). The concentration and purity of total RNA were assessed using the 6000 Nano LabChip Kit (Agilent, CA, United States), while the total RNA integrity number (RIN) was analyzed using Bioanalyzer 2100. The synovial tissue RNA samples with RIN > 7.0 were used to construct the sequencing library. Transcriptome sequencing was performed using the Illumina HiSeq NovaSeq 6000 platform (Illumina, United States).

The IL-17 signaling pathway emerges as the most dominant canonical pathway in KOA synovial tissue based on established literature (Xu et al., 2024). We pre-specified a set of candidate genes involved in Interleukin 17 Receptor (IL-17RA, IL-17RB, IL-17RC), Downstream Transcription Factors (FOS, FOSB, JUN, etc.), Pro-Inflammatory Cytokines (IL6, IL1B, TNF, etc.), C-C and C-X-C motif chemokine ligand (CCL2, CCL7, CCL20, CXCL2, CXCL5,etc.), Matrix Metalloproteinases (MMP1b, MMP3, MMP9, MMP9, MMP13), and antimicrobial Peptides. The differentially expressed genes (DEGs) were identified using DESeq2 and edgeR, with the parameters of false discovery rate (FDR) ≤ 0.05 and the absolute fold change (FC) ≥ 2.

To identify pathways potentially modulated by JGZTG, genome-wide differential expression analysis was performed using DESeq2. A Venn diagram was created to depict the intersection of drug-disease targets, and the potential therapeutic genes were further screening for reverse genes—defined as genes significantly upregulated in the Model group versus Sham (FDR ≤ 0.05, log_2_FC ≥ 1) and significantly downregulated in the JGZTG group versus Model (FDR ≤ 0.05, log_2_FC ≤ −1), or *vice versa* for downregulated disease genes. To elucidate the functional roles of the two gene sets, we performed parallel functional enrichment analyses. Specifically, the intersecting genes and the reverse-transcribed genes were separately analyzed for Gene Ontology (GO) term enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway annotation using the KOBAS tool (http://bioinfo.org/kobas). No predetermined pathway filters were applied. Statistical significance for the enriched functions and pathways was defined as *P* < 0.05.

All statistical analyses and visualizations, including heatmaps and Venn diagrams, were performed using R (version 4.4.2).

### 2.10 Real-time quantitative polymerase chain reaction

The total RNA of synovial tissue and dorsal root ganglion (DRG) was extracted using the TaKaRa MiniBEST Universal RNA Extraction Kit (9767, Takara, China) and reverse-transcribed into cDNA using PrimeScript™ RT reagent Kit with gDNA Eraser to obtain cDNA (RR047A, Takara, China) for qPCR amplification. qPCR was then performed with TB Green® Premix Ex Taq™ II (Tli RNaseH Plus) (RR820Q, Takara, China) on LightCycler®480 Instrument II (Roche, Switzerland). Primer sequences are listed in Table 4, with β-actin as the reference gene. The relative mRNA levels were calculated using the 2^−ΔΔCT^ method. IL-17RB, FOSB, MMP1b, MMP3, MMP13, CCL17, CXCL6, and NGF were selected as detection indices of synovial tissue, while mRNA levels of NGF, Neurotrophic receptor tyrosine kinase 1 (Ntrk1), Transient receptor potential cation channel subfamily V member 1 (TRPV1), Prostaglandin E receptor 4 (EP4), Tachykinin precursor 1 (TAC1), and Calcitonin-related polypeptide alpha (Calca) in DRG were detected.

**TABLE 4:** Primer sequences.

Gene	Forward primers 5′-3′	Rerverse primers 5′-3′
MMP1b	CTA​AAT​CCC​ACT​TTG​CCC​ACG	TGG​TCC​ACG​TCT​CAT​CCA​GA
MMP3	CCT​CTG​AGT​CTT​TTC​ATG​GAG​GG	TCA​GTG​CGC​CAA​GTT​TCA​GA
FOSB	TCC​CAC​CCC​TGT​GCA​GTA​TT	TTG​GAG​GGT​TGG​GGG​TCA​AT
CCL17	GAC​CTT​CGC​CTG​GAC​TTC​TG	ACT​CTC​GGC​CTA​CAT​TGG​TG
CXCL6	CTT​GAC​CCA​GAA​GCT​CCG​TT	CTT​GCC​TTC​CCT​GGG​TAC​AG
IL17RB	CTGGTGCTGGTGGCTAC	GAT​GTC​TTT​GTG​CTC​CTT​CCT​TGC
MMP13	TGC​TGC​ATA​CGA​GCA​TCC​AT	CCC​CGT​GTC​CTC​AAA​GTG​AA
NGF	CGAAGGGGAGCGCATCG	GCC​GAT​CAA​AAA​CGC​TGT​GA
TRPV1	CAT​GCT​TCT​CGT​GGA​ACC​CT	CCC​CAA​CGG​TGT​TTT​TCA​GC
TAC1	GTC​CGA​CCG​CAA​AAT​CCA​AC	AAG​ATG​CTC​AAA​GGG​CTC​CG
Ntrk1	GCT​GCC​TTT​ATG​GAC​AAC​CC	TGG​GTC​TCT​TGA​TGT​GCT​GT
Calca	CCA​GAT​CAA​GAG​TCA​CCG​CC	CCT​CCC​TGA​GCA​GGA​ACC​TC
β-actin	CTG​TGT​GGA​TTG​GTG​GCT​CT	AGC​TCA​GTA​ACA​GTC​CGC​CT

### 2.11 Western blot

Three synovial tissue samples of each group were selected and homogenized with the IP lysis buffer (Genomeditech). Then, the protein concentration was determined using the BCA kit (E112-02, Vazyme). The protein samples were mixed with loading buffer (139,221, Genomeditech) after dilution, and boiled at 100 °C for 10 min to denature. Proteins were separated using SDS-PAGE (C641110, Sangon, China) and transferred to polyvinylidene difluoride membrane (PVDF) (FFP39, Beyotime). After washing with TBST, the membranes were blocked with 5% skim milk powder and then incubated with primary antibodies overnight at 4 °C. Subsequently, the membranes were washed three times with TBST and incubated with secondary antibodies for 2 h. After three additional washes, the ECL reagent was applied to capture the blots, and the membranes were scanned with an automated gel imaging system (4600SF, Tanon, China). The band intensities were analyzed using ImageJ software.

The following antibodies were used: MMP13 Antibody (AF5355, Affinity), IL17RB Antibody (DF2510, Affinity), MMP3 Antibody (AF0217, Affinity), GCP2 Antibody (DF13470, Affinity), FosB (5G4) Rabbit mAb (2251, Cell Signaling), TARC Polyclonal Antibody (PA5-34515, Invitrogen), NGF Rabbit pAb (YT3114, Immunoway), Anti-β-Actin Antibody (GM-34500AB, Invitrogen). β-actin was selected as loading control.

### 2.12 Immunofluorescence

The DRG slices were deparaffinized using a dewaxing agent and anhydrous ethanol, followed by antigen retrieval. The primary antibodies targeting NGF, Ntrk1, TRPV1, Prostaglandin-endoperoxide synthase (Ptgs2), PGE2, EP4, TAC1, and Calca were added after blocking with BSA and incubated at 4 °C overnight. Following 3 PBS rinses, slices were incubated with the secondary antibody at room temperature. Then, PBS wash was performed three times, and DAPI staining solution was added, which was further incubated at room temperature. A fluorescence quencher was added after PBS washes. Subsequently, the plates were encapsulated with an anti-fluorescence quenching mounting agent, and images were captured with a fluorescence microscope (Nikon) and a Pannoramic scanner (3DHistech). The red positive cells (%) were quantified with Aipathwell software.

### 2.13 Data processing and statistical analysis

All data were displayed as means ± standard deviation (SD). Statistical analyses were performed with GraphPad Prism 9.5 software (San Diego, CA, United States). Two-way analysis of variance (ANOVA) was used to compare data across groups, and statistical significance was defined as *P* < 0.05.

## 3 Results

### 3.1 JGZTG improves the pain symptoms in KOA rats

The joint pressure pain threshold and weight bearing on the right foot were measured in KOA rats to estimate the analgesic effect of JGZTG. The results showed a significant decrease in joint pressure pain threshold and weight bearing on the right foot in the model group compared with the sham group (Figure 1, ^##^ *P* < 0.01). Compared with the model group, the joint pressure pain threshold and weight bearing on the right foot of the three JGZTG dose groups could be increased; furthermore, JGZTG improved the joint pressure pain threshold in a dose-dependent way (Figure 1, ^*^ *P* < 0.05, ^**^ *P* < 0.01). These results indicate that JGZTG has an analgesic effect after 21 days of treatment, suggesting that JGZTG plays an important role in the chronic pain of KOA.

**FIGURE 1:**
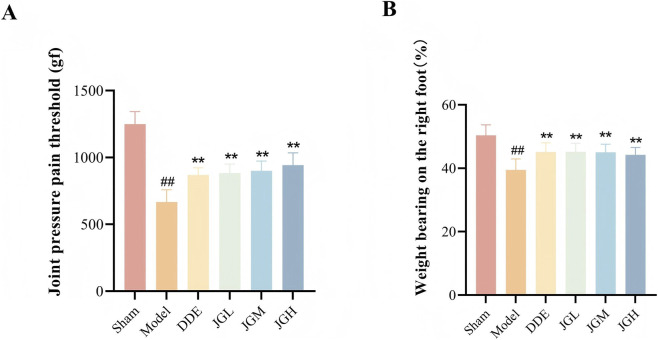
JGZTG improves the pain symptoms of KOA rats. **(A)** Joint pressure pain threshold (*n* = 12); **(B)** weight bearing on the right foot (*n* = 12). Data are presented as the means ± SD. ^##^ *P* < 0.01 vs. Sham; ^**^ *P* < 0.01 vs. Model.

### 3.2 JGZTG attenuates the inflammatory response in KOA rats

Cytokines participate in the pathogenesis of KOA (Du et al., 2023). IL-1β and TNF-α can be induced through autocrine mechanisms, while also stimulating the generation of other pro-inflammatory cytokines (IL-6) (Koyama et al., 2021; Sanchez-Lopez et al., 2022) and inflammatory mediators (PGE2). As a mediator of inflammatory pain (Gahbauer et al., 2023), PGE2 can induce pain sensitisation (Kimourtzis et al., 2024), inhibit cartilage synthesis, promote cartilage degradation (Wang et al., 2025), and accelerate disease progression of OA (Yang et al., 2024).

Therefore, the levels of inflammatory factors were detected in all groups of rats. The results showed significantly elevated levels of TNF-α, IL-6, IL-1β, and PGE2 in both serum and joint lavage fluid of the model group compared with the sham group (Figures 2A–H, ^##^ *P* < 0.01). After 21 days of JGZTG treatment, TNF-α, IL-6, IL-1β, and PGE2 levels in serum and joint lavage fluid were decreased in a concentration-dependent manner compared with the model group (Figures 2A–H, ^*^ *P* < 0.05, ^**^ *P* < 0.01). These results indicate that JGZTG alleviates joint inflammation and relieves joint pain by inhibiting the release of pro-inflammatory cytokines TNF-α, IL-6, IL-1β, and the inflammatory pain modulator PGE2.

**FIGURE 2:**
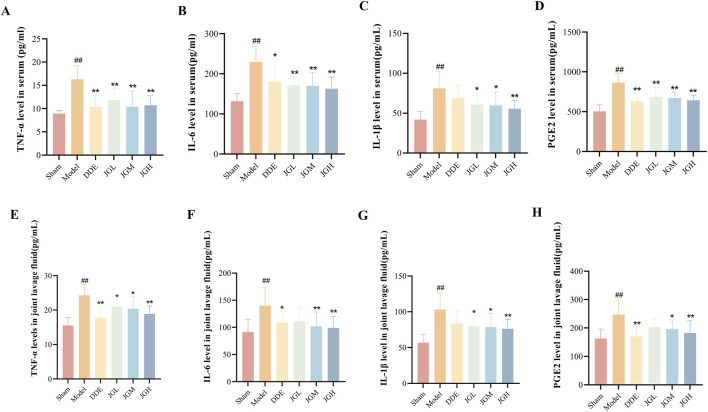
JGZTG ameliorates the inflammation by reducing the levels in KOA rats. The levels of **(A)** TNF-α, **(B)** IL-6, **(C)** IL-1β, and **(D)** PGE2 in serum of KOA rats are measured by ELISA (n = 10). The levels of **(E)** TNF-α, **(F)** IL-6, **(G)** IL-1β, and **(H)** PGE2 in joint lavage fluid of KOA rats are measured by ELISA (n = 10). Data are presented as the mean ± SD. ^##^ *P* < 0.01 vs. Sham; ^**^ *P* < 0.01 vs. Model; ^*^ *P* < 0.05 vs. Model.

### 3.3 JGZTG improves joint injury in KOA rats

The observation results of rat’ knee joint tissue showed that the knee joint surface of the sham group was smooth and the color was normal, but the knee articular surface of the model group was rough and eroded, and the cartilage was injured. Consequently, the articular cartilage morphology score in the model group was significantly increased compared with the sham group (Figure 3B, ^##^ *P* < 0.01). Interestingly, JGZTG could alleviate the damage of articular cartilage surface morphology and decrease the articular cartilage morphology scores compared with the model group (Figure 3B, ^*^ *P* < 0.05, ^**^ *P* < 0.01).

**FIGURE 3:**
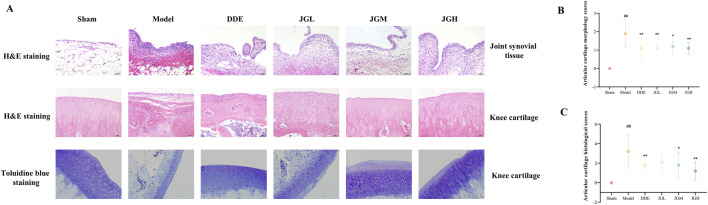
JGZTG improves joint injury in KOA rats. H&E staining representative images of **(A)** joint synovial tissue sections and knee cartilage sections in rats (200×); toluidine blue staining representative images of knee cartilage sections in rats (200×). Data are presented as the means ± SD. ^##^ *P* < 0.01 vs. Sham; ^**^ *P* < 0.01 vs. Model; ^*^ *P* < 0.05 vs. Model. **(B)** The articular cartilage morphology scores (assessed by gross observation prior to histology) in rats (n = 10). **(C)** The articular cartilage histological scores in rats (n = 10).

H&E staining results of joint synovial tissue sections showed that the joint synovial tissue of the sham group was covered by 2–4 layers of synovial cuboidal cells neatly, and the sub-synovial tissue consisted of loose connective fat tissue, with a dense connective tissue layer outside. Besides, there was no edema, inflammatory cell infiltration, or fibrosis observed in the synovial tissue of the sham group. The synovial tissue structure of the KOA model rats was similar to that of the sham group, but mild to severe degeneration and necrosis of synovial cells could be observed, with some showing no obvious synovial cells. There was mild or moderate inflammatory cell infiltration in the synovial tissue, and the inflammatory cells were mainly mononuclear. Most of the synovial tissues varied in density, with some showing abundant dense connective tissue. However, three dose groups of JGZTG could attenuate the pathological injury of joint synovial tissue in KOA rats (Figure 3A).

H&E staining results of knee cartilage sections showed that the knee joint of rats in the sham group was covered by transparent cartilage, with small, single cells on the surface. The structures of epiphyseal bone tissue and epiphyseal growth plate tissue were normal without fibrous tissue hyperplasia. In the model group, the knee cartilage cells were degenerated, the cartilage tissue thickness was varied in thickness, the cartilage layer was missing or hyperplastic, and the cartilage surface was covered by fibrous tissue. The trabecular bone of the epiphysis was destroyed, and the focal fibrous tissue was hyperplastic. The growth plates of the epiphyseal plate were disordered, with different thickness and irregular shape. The pathological injury of articular cartilage in rats with KOA was obviously improved following treatment with JGZTG at three different doses (Figure 3A). Accordingly, the articular cartilage histological score in the model group was significantly increased compared with the sham group (Figure 3C, ^##^ *P* < 0.01). Notably, JGZTG could alleviate the damage of articular cartilage and decrease the articular cartilage histological scores compared with the model group (Figure 3C, ^*^ *P* < 0.05, ^**^ *P* < 0.01).

Toluidine blue staining of knee cartilage sections showed that the knee joint surface of the sham group was exhibited intense metachromatic (blue-purple) staining, while the blue-purple area of the model group was significantly reduced. Moreover, the treatment with JGZTG could alleviate the reduction of blue-purple staining area in the model group, suggesting that JGZTG could inhibit the proteoglycan depletion (Figure 3A).

### 3.4 Analysis of related genes and pathways by transcriptomics

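RNA of synovial tissue was sequenced in 15 libraries, 3 each of the sham group (Sham), the model group (Model) and the groups treated for 21 days with JGZTG at 0.6 (JGL), 1.2 (JGM) or 2.4 g/kg (JGH). The deposited table gives FPKM, fragments scaled for gene length and for the mapped fragments of each library, to 2 decimals for 18268 genes. It holds no read counts, so that the depth of each library is not known. In a principal component analysis, PC1 held 38.3% of the variance and parted the Sham libraries, between -47.8 and -44.8, from the Model libraries, between -6.50 and 12.5. The JGL libraries lay beyond Model on PC1, at 34.5, 34.6 and 84.2, and the JGM and JGH libraries lay between -14.1 and 1.99. JGL 3 had a median correlation of 0.896 with the other libraries, and every other library had at least 0.944. Hemoglobin genes, which mark red blood cells, took 33.7% of the FPKM sum in Sham 3, 8.23% in Sham 1 and 3.70% in Sham 2, and between 0.949% and 11.9% in the libraries of the other groups. Differences were tested with limma on log2(FPKM + 0.5) in 1 fit of all libraries, over the 13516 genes with an FPKM of at least 0.5 in at least 3 libraries. A gene was counted as a DEG at the thresholds that the paper states, here a Benjamini-Hochberg adjusted p of at most 0.05 and a change of at least 2-fold. Groups of genes were described with 39 lists of pathways and cell types that were fixed, like the test and its thresholds, before the data were examined.

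**Figure D1:**
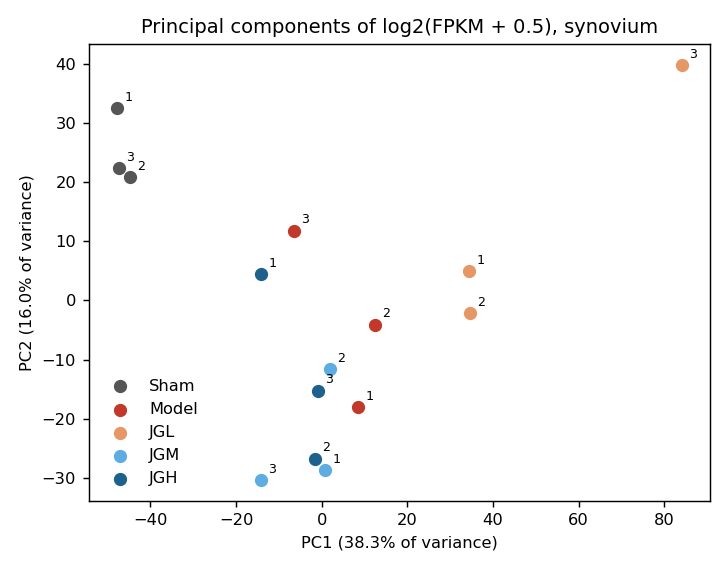
The first 2 principal components of log2(FPKM + 0.5) over the tested genes, 1 point per library, colored by group and numbered by replicate; the axes give the component scores. The Sham libraries lie at the left, and JGL 3 at the far right with a PC1 score of 84.2.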

To further investigate the mechanisms underlying the effects of JGZTG on KOA, transcriptomic and bioinformatic analyses were performed. Compared with the Sham group, a total of 1783 differentially expressed genes (DEGs) were identified from the Model group. 

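In the Model synovium, 579 genes differed from Sham (3 libraries each), of which 317 were higher and 262 lower. The largest rises among genes whose libraries did not overlap between the groups were of Tnn (a tenascin of the extracellular matrix), Stmn2 (a regulator of microtubules in neurons), Dio2 (the deiodinase that activates thyroid hormone), Scart1 and Ptn (a heparin-binding growth factor), with log2 fold changes of at least 3.02. Stmn2 rose from 2.14 to 10.07 FPKM in Sham to 46.86 to 86.87 FPKM in Model, a log2 fold change of 3.64 (standard error 0.44, adjusted p = 0.0023 from limma). Scd, the desaturase of fatty acid synthesis, had the largest fall, with a log2 fold change of -4.44 (standard error 0.74, adjusted p = 0.0095 from limma), followed by Alox15, Oxtr, Ccl21 and Lgals5. Of 16 adipocyte genes, 6 fell, among them Adrb3 (-3.03) and Pparg (-2.34), and none rose (15 fell when adjusted over the list alone). Of 26 PPAR targets and genes of lipolysis, 11 fell (16 when adjusted over the list alone). This list and that of adipocytes share genes such as Pparg, Fabp4, Plin1 and Adrb3, so that they are not separate results.
Of 20 erythroid genes, 11 fell, among them Car1 (-2.25), and none rose (17 fell when adjusted over the list alone), with the highest hemoglobin share in Sham 3. Of 29 cell cycle genes, 5 rose, including Kif20a (1.32), and none fell (10 rose when adjusted over the list alone). Rsad2 was the only one of 29 interferon-stimulated genes that fell at the threshold (1 as well when adjusted over the list alone), and the median of that list was -0.57 (-1.15 without Sham 3, -0.86 with median-of-ratios scaling), with means over the list from -0.85 to 0.91 in the Sham libraries. Of 21 matrix metalloproteinases, aggrecanases and their inhibitors, 5 rose and 1 fell, with the same counts when adjusted over the list alone. The 5 were Mmp10 (2.25), Mmp3 (2.15), Adamts15 (1.99), the inhibitor Timp1 (1.38) and Mmp2 (1.10), and Mmp27 (-1.62) fell, where Mmp2 and Mmp27 are named after their values were seen. The set test camera, which compares a list with all other genes, gave an adjusted p of 1.5e-22 for the erythroid list, 1.1e-20 for PPAR targets and 2.8e-16 for adipocytes, all lower in Model. It gave 1.1e-11 for interferon-stimulated genes (lower) and 5.2e-04 for the cell cycle (higher), and 0.77 for the metalloproteinases. With an estimated correlation between the genes none of the lists passed, the erythroid list at an adjusted p = 0.18 with an estimated correlation, PPAR targets at 0.18, adipocytes at 0.36, interferon-stimulated genes at 0.50 and the cell cycle at 0.96.
The number of DEGs was 21 without Model 2, 147 without Model 1, 274 without Sham 1 and 371 without Sham 3, of which 132 were higher. Of the genes named here other than Mmp2 and Mmp27, Stmn2, Oxtr and Car1 passed with each library left out in turn and the others were lost without Model 2 (Scd at an adjusted p = 0.056 from limma), among them Alox15, Lgals5, Kif20a and Pparg also without Sham 1, Sham 3 or Model 1, Tnn without Sham 1 or Model 1, Ptn without Sham 1 or Sham 3, Rsad2 without Model 1 and Ccl21 without each of the 6. It was 1130 with libraries weighted by limma and 1089 after rescaling each library to one sum (TPM), and with median-of-ratios scaling 106 of 478 genes were higher in Model, as the median log2 fold change of all genes moved from 0.27 to -0.00 (0.48 with TPM).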

A Venn diagram was used to analyze the interacting DEGs between the Sham and Model groups, as well as between the Model group and different JGZTG dose groups. 

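JGL changed the synovium most against Model, with 64 DEGs, 44 higher and 20 lower. The largest rises were of the interferon-responsive genes Slfn4, Isg15 and Oas1f, of the monocyte chemokine Ccl12 and of the matrix glycoprotein Tnc. Slfn4 rose from 20.65 to 33.44 FPKM in Model to 327.86 to 839.04 FPKM in JGL, a log2 fold change of 4.08 (standard error 0.61, adjusted p = 0.015 from limma). The largest falls were of Ces1d (-3.72), a carboxylesterase of lipid metabolism, Sult1a1, Mc2r, Syt13 and Zbtb16. Neither JGM nor JGH had a DEG against Model with limma, where the smallest adjusted p was 0.218 and 0.177. At an unadjusted p of at most 0.05 and 2-fold, 186 genes differed in JGM and 125 in JGH, against 676 in JGL.
Of 29 interferon-stimulated genes, Isg15 (3.40) and Ifi27 (1.57) rose in JGL and none fell (18 rose when adjusted over the list alone). Of 24 genes of collagens and matrix, Tnc (2.89) and Postn (2.28) rose (6 when adjusted over the list alone). Of 29 cell cycle genes none passed over all genes and 14 rose when adjusted over the list alone. Of 16 adipocyte genes none passed over all genes and 11 fell when adjusted over the list alone. In camera, the adjusted p in JGL was 2.3e-17 for interferon-stimulated genes, 1.1e-15 for the cell cycle, 9.5e-07 for collagens and matrix (all higher) and 1.4e-09 for adipocytes (lower). No list passed in JGL with an estimated correlation, the smallest being adjusted p = 0.518 with an estimated correlation. Of 13 neutrophil genes, none passed over all genes and 1 rose when adjusted over the list alone, with a median log2 difference of 2.05 in JGL that was 0.39 without JGL 3.
The DEGs of Model against Sham and those of JGL against Model shared 12 genes. 8 of these rose in both comparisons, namely Cthrc1, Nkain1, Stmn1, Hhipl1, Mmp3, Mmp10, Lrrc15 and Chi3l1. S100b and Gsn fell in both, and Rpl17 and Zbtb16 rose in Model and fell in JGL. Mmp3, the stromelysin that cleaves proteoglycans and collagens, had a log2 fold change of 1.99 in JGL against Model (standard error 0.33, adjusted p = 0.028 from limma). At the unadjusted threshold 260 genes were shared with any dose, 188 with JGL, 50 with JGM and 68 with JGH. The call of Mmp3 in JGL was lost in limma without Model 1 (adjusted p = 0.063), Model 3 (0.094), JGL 1 (0.055) or JGL 3 (0.069), with only 2 groups in the fit (0.15) and with a replicate block (0.057), and that of Slfn4 without Model 2 (0.055) or Model 3 (0.079). Of the other genes named in JGL, Chi3l1 passed with each library left out in turn, each of the rest was lost without Model 3, and all of these but Cthrc1 and Ifi27 also without others of Model 1, Model 2, JGL 1 and JGL 3. The DEGs of JGL numbered 6 without Model 3, 17 without Model 1, 19 without Model 2, 23 without JGL 3, 28 without JGL 1 and 369 without JGL 2, and those of JGM 54 without JGM 2. The shared genes numbered 0 without Model 2, 1 without Model 3, 2 without Model 1, 3 without Sham 1, 4 without JGH 2, 5 without JGL 3, 6 without JGL 1 or JGH 3, 7 without JGM 1 or JGM 3, 21 without JGM 2 and 58 without JGL 2. With only 2 groups in the fit there were 15 DEGs in JGL and 0 shared genes, and with a replicate block 18 and 2. With libraries weighted by limma there were 481 DEGs in JGL, 157 in JGM and 65 in JGH, and 217 shared genes.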

A total of 744 overlapping DEGs were identified, which might be the key DEGs for JGZTG to treat KOA. 

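At the thresholds for reversal, 2 genes passed, both in JGL, and none in JGM or JGH with limma. Rpl17, a protein of the large ribosomal subunit, lay between 477.41 and 823 FPKM in Sham, between 1061.6 and 1315.93 FPKM in Model and between 560.86 and 637.18 FPKM in JGL. It rose by a log2 fold change of 1.01 in Model and changed by -1.01 in JGL (standard error 0.20, adjusted p = 0.0496 from limma). Zbtb16, a zinc finger transcription factor, had a log2 fold change of 1.35 in Model and of -2.12 in JGL (standard error 0.39, adjusted p = 0.041 from limma). In JGM, Rpl17 lay between 1268.83 and 1610.06 FPKM, and Zbtb16 had a log2 fold change of -2.08 in JGH (adjusted p = 0.21 from limma).
At an unadjusted p of at most 0.05 and 2-fold in both comparisons, 105 genes met the reversal pattern, 28 in JGL, 42 in JGM and 63 in JGH. Of these, 79 did so at 1 dose, 24 at 2 doses and 2 at all 3 doses. The latter were LOC361016 and the sulfate transporter gene Slc26a11, which were picked out after their values were seen. Slc26a11 had a log2 fold change of 1.41 in Model against Sham, and of -1.06 in JGL, -1.10 in JGM and -1.43 in JGH against Model (standard error 0.24 each, adjusted p = 0.064, 0.32 and 0.18 from limma). The call of Rpl17 in JGL was lost without 5 of the 6 libraries left out in turn, and that of Zbtb16 without 4. The number of reversed genes over all doses ran from 0 to 10 when 1 library was left out (10 without JGM 2, 8 without JGL 2, 5 without Sham 2, 1 without Model 1, JGL 1 or JGM 3, and 0 without Sham 1, Model 2, Model 3, JGM 1, JGH 2 or JGH 3), and was 0 without a filter, with median-of-ratios scaling, with only 2 groups in the fit and with a replicate block, and 100 with libraries weighted by limma.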

Heatmap analysis across all dose groups identified 358 genes meeting the reversal criteria: 110 in the JGL, 184 in the JGM, and 194 in the in the JGH (Figures 4E–G). Next, to identify functionally relevant pathways, we performed GO and KEGG enrichment analyses on the 744 overlapping DEGs and the 358 genes reversed by JGZTG. GO enrichment analysis of both gene sets indicated that JGZTG affects biological processes (e.g., inflammatory response, chemokine-mediated signaling pathway), cellular components (e.g., extracellular space), and molecular functions (e.g., chemokine activity) in the KOA rat model (Figures 4C,I). 

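Of 31 CC and CXC chemokine genes, which attract leukocytes, 3 rose in Model against Sham and 1 fell, with the same counts when adjusted over the list alone. Ccl7, a chemokine for monocytes, had the largest rise, from between 5.72 and 7.91 FPKM in Sham to between 35.27 and 42.21 FPKM in Model, a log2 fold change of 2.52 (standard error 0.49, adjusted p = 0.014 from limma). Cxcl14 rose by 1.58 and Ccl2 by 1.82, while Ccl21, a chemokine for lymphocytes and dendritic cells, had a log2 fold change of -3.43. In JGL, Ccl12 was the one chemokine that passed against Model (6 rose and 3 fell when adjusted over the list alone). None passed with limma in JGM (1 fell when adjusted over the list alone) or in JGH, where Ccl7 had log2 fold changes of -1.55 (adjusted p = 0.45) and -0.11 (adjusted p = 0.92).
Of 12 cytokine genes of inflammation none passed in Model, JGL, JGM or JGH, and 11 had values above Sham in Model, with a median of 0.46 (0.27 over all tested genes). Il6 lay between 0.33 and 0.68 FPKM in Sham and between 2.22 and 3.41 FPKM in Model, and in JGL at 3.04, 14.36 and 156.18 FPKM. The fit takes 1 spread per gene from all groups, so that the spread of Il6 in JGL enters its test in Model against Sham. Among the 12 shared DEGs there was no chemokine. Among the 260 genes shared at the unadjusted threshold there were 5 (Ccl2, Ccl7, Ccl21, Ccl24 and Cxcl14), against 0.596 expected from the share of the list among all tested genes (adjusted p = 0.0019, one-sided Fisher's exact test over 39 lists). Among the 105 genes that met the reversal pattern at that threshold there were 4, Ccl2, Ccl7, Ccl21 and Cxcl14 (adjusted p = 9.0e-04, Fisher's exact test). Ccl2, Ccl7 and Cxcl14 met it in JGM alone, and Ccl21 in JGM and JGH. In JGL, Ccl2 (59.53 to 449.52 FPKM) and Ccl7 (115.88 to 318.75 FPKM) lay above all Model libraries (at most 39.76 and 42.21 FPKM). Fisher's exact test also gave 7 interferon-stimulated genes among the 105 (adjusted p = 7.4e-08), 6 erythroid genes (adjusted p = 1.3e-07) and 4 genes of the circadian clock, Arntl, Dbp, Npas2 and, named after its values were seen, Cry1 (adjusted p = 1.6e-04). The interferon-stimulated genes met the pattern in JGL alone and the erythroid genes in JGH alone, so that the 105 pool different genes of different doses. Genes of a list vary together between animals, which Fisher's exact test does not allow for, and a gene can enter these groups only if it differed in Model. With the 830 genes past that threshold in Model as background, a test chosen after the values were seen, the adjusted p from Fisher's exact test was 0.22 for chemokines among the 260, and among the 105 it was 0.081 for chemokines, 4.9e-04 for interferon-stimulated genes, 0.13 for erythroid genes and 0.058 for the clock. The call of Ccl2 in Model was lost without each of the 6 libraries in turn, that of Ccl7 without Model 2, that of Ccl21 without each of them, that of Cxcl14 without Sham 1, Sham 3, Model 1 or Model 2, and that of Ccl12 in JGL without Model 1 (adjusted p = 0.053 from limma), Model 2 (0.055) or Model 3 (0.051) and with only 2 groups in the fit (0.12).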

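Of 29 genes of Jak-STAT signaling, 4 rose in Model against Sham and none fell, with the same counts when adjusted over the list alone. These were Socs3 (2.11) and Socs1 (1.26), which feed back on the pathway, the receptor of oncostatin M Osmr (1.33) and the kinase Jak3 (1.32). Osmr rose from between 3.86 and 4.46 FPKM to between 9.76 and 13.88 FPKM (standard error 0.32, adjusted p = 0.022 from limma), a call that was lost without Sham 1, Sham 3, Model 1 or Model 2, while that of Jak3 was lost without each of the 6 libraries, that of Socs1 without each but Model 3 and that of Socs3 without each but Sham 3. None of the 29 passed against Model in JGL (3 rose when adjusted over the list alone), JGM or JGH, and 22 had values above Model in JGL against 5 in JGM and 2 in JGH. The median difference of all tested genes from Model was 0.02 in JGL, -0.08 in JGM and -0.18 in JGH on the log2 scale. Most tested genes thus lay below Model in JGM and JGH, which enters these counts. In limma's camera, the list was higher in JGL (adjusted p = 0.0050, and 0.12 without JGL 3) and lower in JGM (adjusted p = 0.0094), and in JGH the adjusted p was 0.22. It was an adjusted p = 0.59 with an estimated correlation in JGL, and 0.68 in JGM.
Of 21 target genes of the IL-17 pathway, Ccl7, Ccl2 and the metalloproteinase gene Mmp3 rose in Model and none fell (3 when adjusted over the list alone), and of 33 genes that transmit the IL-17 signal none passed. Among the 12 shared DEGs, Mmp3 was the one IL-17 target (adjusted p = 0.18, one-sided Fisher's exact test over 39 lists) and there was no gene of Jak-STAT signaling. The list of metalloproteinases held Mmp3 and Mmp10 (adjusted p = 0.0059, Fisher's exact test) and was the only list that passed, while no list did with the 579 DEGs of Model as background (smallest adjusted p = 0.22, Fisher's exact test, chosen after the values were seen). The 2 reversed genes belonged to none of the lists. At the unadjusted threshold, the 260 shared genes held 3 IL-17 targets, Ccl2, Ccl7 and Mmp3 (adjusted p = 0.031, and 0.88 with the 830 genes of Model as background, Fisher's exact test), and 1 gene of Jak-STAT signaling, Socs3. The 105 genes of the reversal pattern held Ccl2 and Ccl7, both in JGM alone (adjusted p = 0.089), and the receptor gene Il17rb, in JGH alone (adjusted p = 0.25, Fisher's exact test), and no gene of Jak-STAT signaling. The lists that took up most of the 260 were adipocytes and PPAR targets, with 11 genes each, and the cell cycle with 8. Aqp7, Cidec, Fabp4, Pck1 and Plin1 counted in both of the first lists.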

KEGG pathway analysis revealed significant enrichment in pathways including cytokine-cytokine receptor interaction, viral protein interaction with cytokines and cytokine receptors, as well as the IL-17, Jak-STAT, and chemokine signaling pathways (Figures 4B,H). Consistent with these findings, Further heatmap analysis of the overlapping DEGs demonstrated that JGZTG treatment reversed the majority of expression changes induced by the KOA surgical model (Figure 4D). 

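Of the 579 DEGs of Model against Sham, 171 (29.5%) had a sign opposite to that change in JGL against Model, 390 (67.4%) in JGM and 370 (63.9%) in JGH. Among the 317 genes that rose in Model, such as Mmp3 and Lum, 38.5% were lower than Model in JGL, 84.9% in JGM and 89.0% in JGH. Among the 262 genes that fell, such as the adipocyte genes Adrb3 and Lep, 18.7% were higher than Model in JGL, 46.2% in JGM and 33.6% in JGH. Adrb3 lay between 6.65 and 27.94 FPKM in Sham, between 0.73 and 3.25 FPKM in Model and between 0.54 and 1.94 FPKM in JGH. Lum, a proteoglycan that binds collagen, rose by a log2 fold change of 2.29 in Model (adjusted p = 0.0095 from limma), a call that was lost without Model 2. It differed from Model by 0.18 in JGM and 0.06 in JGH (adjusted p = 0.89 and 0.94 from limma), unlike most of the 317 genes that rose. Their median log2 difference from Model was 0.17 in JGL, -0.46 in JGM and -0.61 in JGH. At least 50% of the change in Model was made up in 5.87% of the 579 genes in JGL, 17.4% in JGM and 28.0% in JGH, within the central 95% of draws of an unchanged dose (0% to 34.3%, mean 8.47%).
Both comparisons share the Model libraries, so that a gene that is high by chance in Model is counted as raised in Model and lowered by the gel. In 100 simulated draws with no difference between Model and a dose, 68.8% of the DEGs of Model had the opposite sign (central 95% of draws 37.9% to 90.4%). The draws mixed the residuals of all 15 libraries, JGL 3 among them, which can widen the range, and DEGs were called anew in each draw. The observed shares lay within that range in JGM and JGH and below it in JGL. A share within so wide a range does not show that a dose had no effect. For the genes that rose in Model the draws gave 69.2% (35.3% to 91.4%), a range that holds the shares of all 3 doses, and for those that fell 65.7% (23.1% to 96.2%), which holds those of JGM and JGH. The median log2 difference of all genes from Model was -0.08 in JGM and -0.18 in JGH. Such a shift would raise the share among genes that rose and lower it among those that fell, which was not tested with a scaling that removes it. Of the 12 shared DEGs, 16.7% were reversed (95% exact interval 2.09% to 48.4%, which takes the genes as independent). With 1 library left out this share was 60.0% (JGL 3), 55.6% (Sham 2), 50.0% (Model 1), 47.6% (JGM 2), 37.5% (JGH 1) and 0% (Sham 1, Model 3, JGM 1, JGH 2 or JGH 3).

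**Figure D2:**
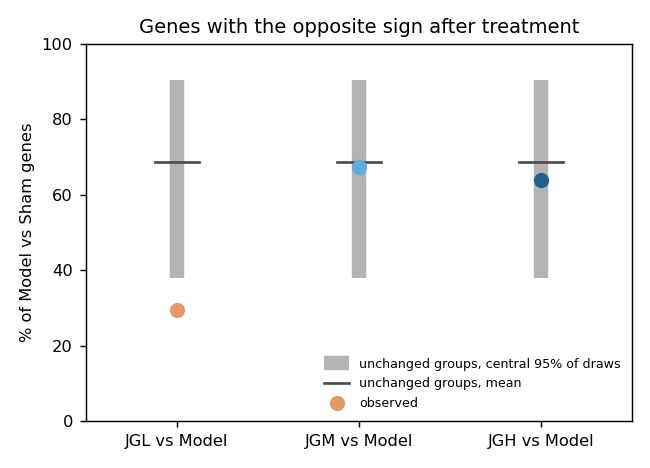
Share of the 579 DEGs of Model against Sham, in percent, whose difference from Model has the opposite sign in each dose group (points), beside the mean (line) and the central 95% (bar) of 100 simulated draws in which the dose does not differ from Model and DEGs are called anew. The points of JGM (67.4%) and JGH (63.9%) lie near the simulated mean of 68.8% and that of JGL (29.5%) lies below the bar.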

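Of 21 target genes of the IL-17 pathway, which encode chemokines, cytokines and proteases, 20 had values above Model in JGL, with a median difference of 2.15 on the log2 scale. Ccl12 and Mmp3 passed over all genes (Ccl12 not without Model 1, Model 2 or Model 3, and Mmp3 not without Model 1, Model 3, JGL 1 or JGL 3), 13 rose when adjusted over the list alone, and none fell. In JGM 18 of the 21 lay below Model, with a median of -0.82, and in JGH 12 lay below Model, with a median of -0.05 (0.03 without Model 2, 0.12 without JGH 2 and 0.12 with median-of-ratios scaling), and none passed in either group (none when adjusted over the list alone). In Model against Sham the median was 0.59 (0.89 without Sham 3 and 1.16 with a pseudocount of 0.1). The set test camera gave an adjusted p of 3.1e-09 in JGL (higher), 0.064 in JGM (lower), 0.11 in JGH and 0.86 in Model. In Model and in JGH the direction from camera was opposite to the sign of the median. Camera sets the list against all other genes, and the median of all genes was 0.27 in Model and -0.18 in JGH. The list median lay above it in both, so that this does not account for the lower direction in Model. Camera works on t statistics, in which a gene with a wide spread over the libraries counts less, so that its direction need not follow the median. What set the direction in Model was not tested. With fry and with median-of-ratios scaling the direction was higher in Model and lower in JGH, and none of these tests passed. In JGL it was an adjusted p = 0.52 with an estimated correlation and 0.065 with fry, which asks whether the genes move on balance one way.
The median in JGL was 1.17 without JGL 3. The neutrophil genes S100a9, with 38.9, 66.34 and 3017.49 FPKM in the JGL libraries, and Lcn2, with 12.76, 12.92 and 888.28 FPKM, were highest in JGL 3. Both are members of the list of IL-17 targets, so that their rise is not separate from that of the list. Of 10 antimicrobial peptides, a list that holds these genes as well, none passed in JGL (4 rose when adjusted over the list alone). The adjusted p of that list was 0.0030 in camera and 0.53 with an estimated correlation. In JGM the IL-17 targets passed as lower in limma's camera without Model 1 (adjusted p = 0.0042), JGM 1 (0.016) or JGM 3 (0.049), and in JGH they passed as higher than the other genes without Model 3 (0.018) or JGH 2 (0.015). In JGM they also passed in limma's camera with a pseudocount of 0.1 (adjusted p = 0.033), without a filter (0.0096) and with median-of-ratios scaling (0.011), over a range of 0.0042 to 0.859 in all alternatives, and of 0.015 to 0.996 in JGH. With an estimated correlation neither passed, at an adjusted p = 0.86 with an estimated correlation in JGM and 0.91 in JGH (limma).

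**Figure D3:**
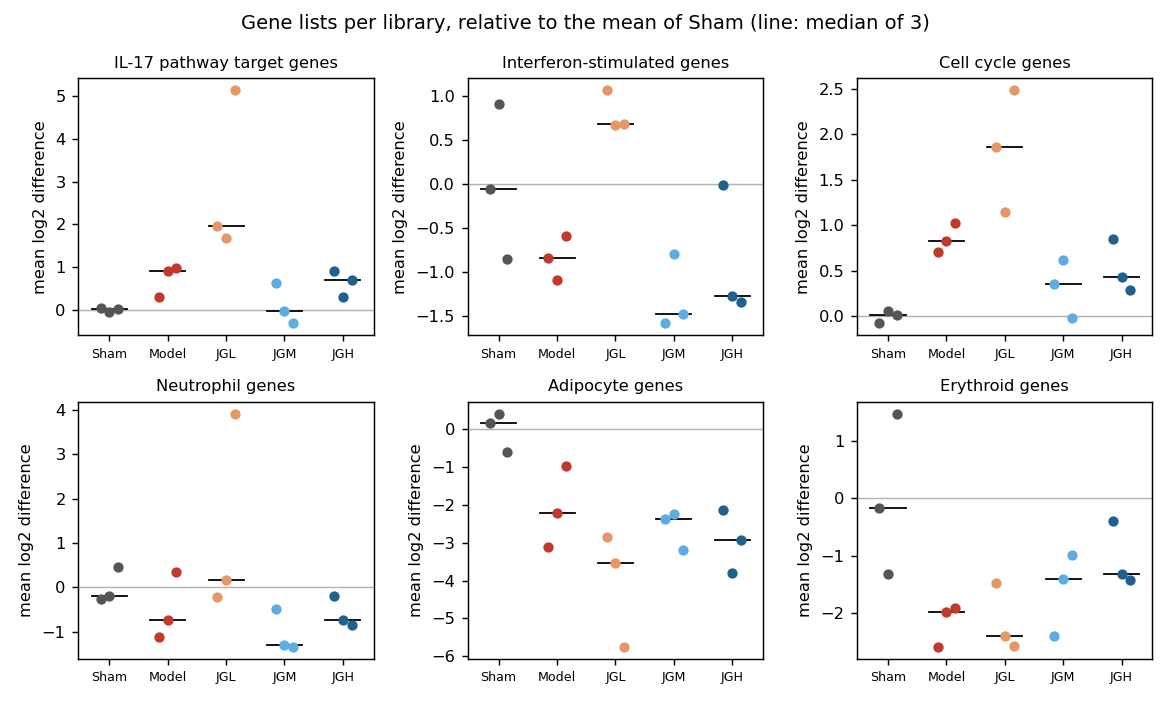
Mean log2 difference from the mean of Sham, on the y axis, over the tested genes of 6 lists, with 1 point per library and a line at the median of the 3 libraries of each group. IL-17 targets and neutrophil genes are highest in JGL 3, and adipocyte genes are below Sham in the libraries of Model, JGL, JGM and JGH.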

Based on these transcriptomic findings, the IL-17 signaling pathway was selected for subsequent experimental validation.

**FIGURE 4:**
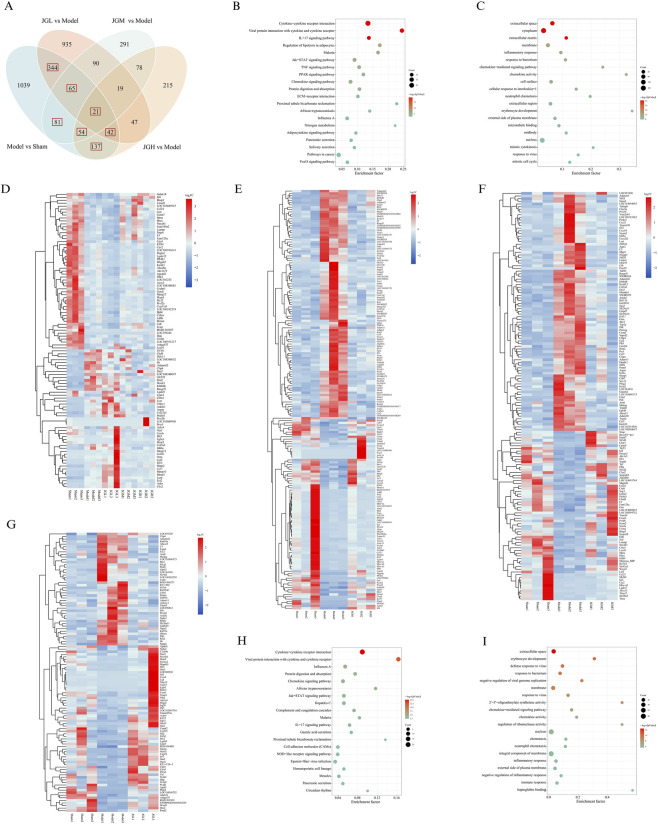
Transcriptomic analysis of synovial tissues in the KOA model and treating with JGZTG. **(A)** Venn diagram illustrating the overlapping DEGs. **(B)** Bubble chart showing the top 20 significantly enriched GO terms of 744 overlapping DEGs. **(C)** Bubble chart presenting the top 20 enriched KEGG pathways of 744 overlapping DEGs. **(D)** Heatmap displaying expression patterns of the top 100 candidate target genes among 744 overlapping DEGs. **(E)** Heatmap showing that 110 genes in JGL met the reversal criteria. **(F)** Heatmap showing that 184 genes in JGM met the reversal criteria. **(G)** Heatmap showing that 194 genes in JGH met the reversal criteria. **(H)** Bubble chart presenting the top 20 enriched KEGG pathways of 358 genes reversed by JGZTG. **(I)** Bubble chart showing the top 20 significantly enriched GO terms of 358 genes reversed by JGZTG.

### 3.5 JGZTG treatment ameliorates the inflammatory reaction of KOA: involvement of the IL-17 pathway

To explore how JGZTG affects the inflammatory reaction of KOA, we performed RT-qPCR and WB experiments to analyze the levels of key indicators involved in IL-17 pathways in the synovial tissue of each group. The RT-qPCR results revealed that the relative expression of IL-17RB, FosB, MMP1b, MMP3, MMP13, CCL17, and CXCL6 mRNA in synovial tissue of the model group were significantly increased compared with the sham group (^##^ *P* < 0.01). As an upstream receptor in the IL-17 signaling pathway, activation of IL-17RB directly stimulates Activator protein-1 (AP-1) (with FOSB as its core component), thereby influencing the downstream expression of MMP1b, MMP3, MMP13, CCL17, and CXCL6. Moreover, the relative expressions of these mRNA were significantly decreased after treatment in all JGZTG dose groupst compared with the model group (^**^ *P* < 0.01, ^*^ *P* < 0.05) (Figures 5A–G). WB results showed a significant increase in protein expression of IL-17RB, FosB, MMP3, MMP13, CCL17, and CXCL6 in the synovial tissue of the KOA rats compared with the sham group (^##^ *P* < 0.01), which was significantly reversed by JGZTG treatment compared with the model group (^**^ *P* < 0.01, ^*^ *P* < 0.05) (Figures 5I–P). 

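Of the 7 IL-17 pathway genes Il17rb, Fosb, Mmp1b, Mmp3, Mmp13, Ccl17 and Cxcl6, 2 passed the test in Model against Sham in the sequenced synovium, Mmp3 and Il17rb. Mmp3 lay between 38.81 and 66.8 FPKM in Sham, between 139.55 and 344.78 FPKM in Model, and between 718.99 and 1403.96 FPKM in JGL (adjusted p = 0.0077 in Model against Sham from limma). In JGM and JGH its limma log2 fold changes against Model were -0.78 (adjusted p = 0.48) and -0.24 (adjusted p = 0.74). Mmp13, the collagenase of cartilage, lay between 0.78 and 1.33 FPKM in Sham and between 3.45 and 7.87 FPKM in Model. In JGL it lay at 17.7, 4.32 and 227.24 FPKM. The fit takes 1 spread per gene from all 5 groups, so that the spread within the treated groups enters the standard errors in Model against Sham. The log2 fold change of Mmp13 in Model was 2.00 (standard error 1.18, adjusted p = 0.23 from limma). Ccl17, a chemokine for T cells, had 1.60 (standard error 0.65, adjusted p = 0.099), and Cxcl6, a chemokine for neutrophils, 1.36 (standard error 0.94, adjusted p = 0.30, both from limma). Cxcl6 lay at 15.39, 8.96 and 227.3 FPKM in JGL, with a log2 fold change of 3.43 against Model (adjusted p = 0.097 from limma). The AP-1 gene Fosb had 1.11 in Model (standard error 0.84, adjusted p = 0.35 from limma), and lay at 7.74, 11.38 and 88.98 FPKM in JGH. Mmp1b did not exceed 0.26 FPKM in any library and was not tested, with 0, 0.07 and 0 FPKM in Sham and 0.14, 0.26 and 0.22 FPKM in Model.
None of Il17rb, Fosb, Mmp13, Ccl17 and Cxcl6 passed against Model in JGL, JGM or JGH. The call of Mmp3 in Model was lost without Model 2 (adjusted p = 0.052 from limma), and that of Il17rb without each of the 6 libraries in turn.

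**Figure D4:**
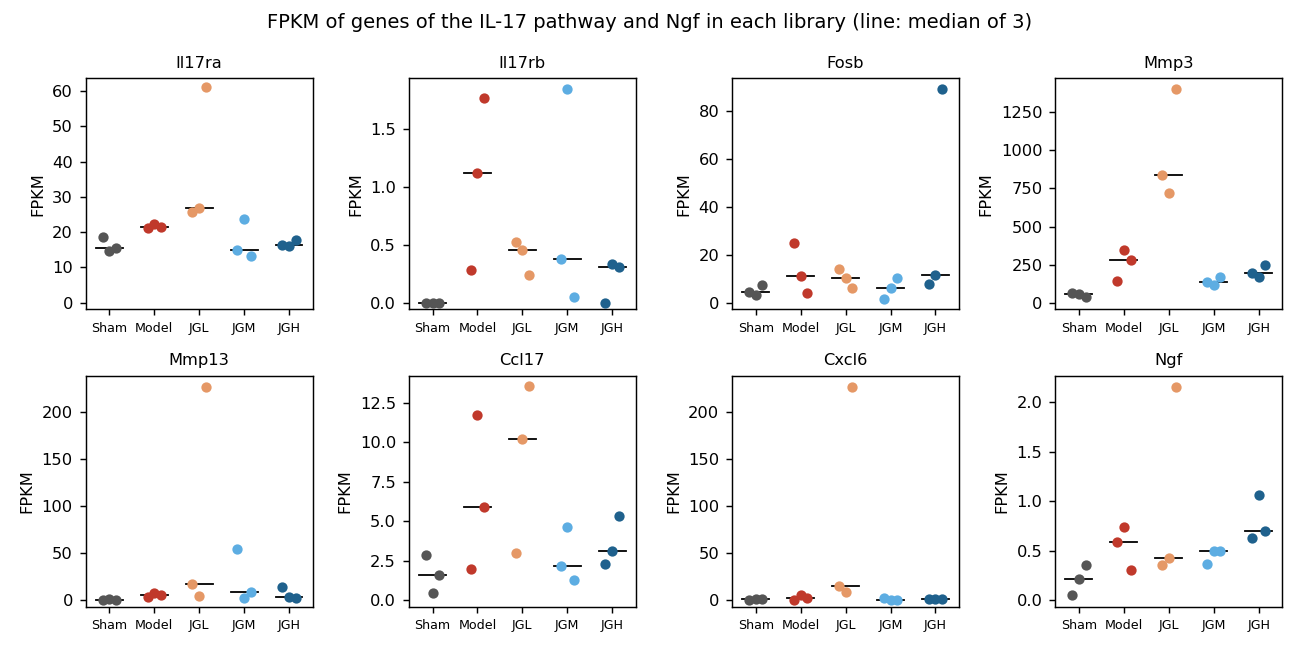
FPKM on linear y axes of genes of the IL-17 pathway and of Ngf in each library, by group, with a line at the median of 3. Mmp3 is highest in the JGL libraries, at 718.99 FPKM or more, and Il17rb stays at or below 1.84 FPKM.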

The above findings suggest that the mechanism of JGZTG protecting KOA rats from inflammatory response may be achieved via regulating IL-17 signaling pathway, which is consistent with the transcriptomics findings.

**FIGURE 5:**
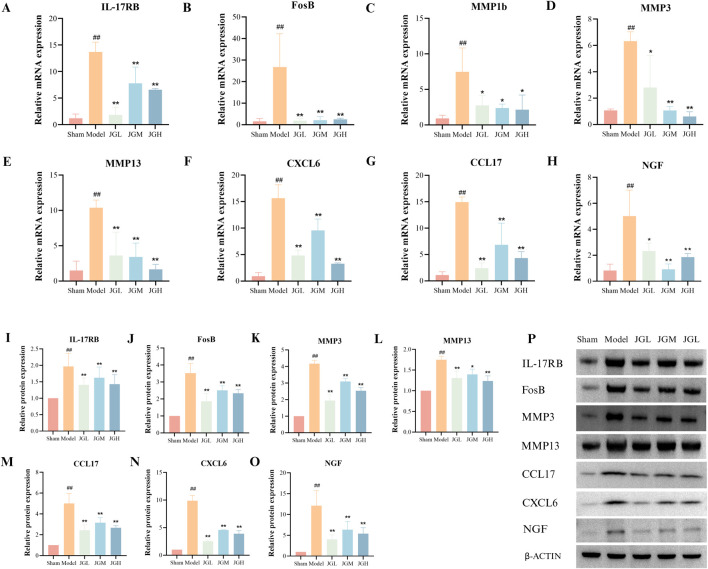
JGZTG inhibits synovial inflammation in KOA rats. **(A–H)** RT-qPCR results of IL-17RB, FosB, MMP1b, MMP3, MMP13, CCL17, CXCL6 and NGF mRNA levels in the synovial tissue (n = 3). **(P)** WB results of IL-17RB, FosB, MMP3, MMP13, CCL17, CXCL6, and NGF proteins in the synovial tissue, and **(I–O)** quantitative analysis results of protein levels (n = 3). Data are presented as the means ± SD. ^##^ *P* < 0.01 vs. Sham; ^**^ *P* < 0.01 vs. Model; ^*^ *P* < 0.05 vs. Model.

Inflammatory mediators released via the IL-17 signaling pathway, such as IL-1β and TNF-α, can directly stimulate an increase in NGF release. NGF is considered closely related to inflammatory pain and may serve as a potential target for pain treatments (Liu et al., 2024). Experimental research has found that the mRNA and protein relative expression of NGF in the synovial tissue of the model group was significantly increased compared with the sham group (^##^ *P* < 0.01) (Figure 5H). Following treatment with different doses of JGZTG, the mRNA and protein relative expression of NGF was significantly decreased compared with the model group (^**^ *P* < 0.01, ^*^ *P* < 0.05) (Figure 5). It is hypothesized that JGZTG can alleviate KOA pain symptoms potentially through suppression of NGF-related pathways.

### 3.6 JGZTG played an analgesic role in the treatment of KOA associated with NGF-TrkA and COX-2/PGE2 signaling pathways

Based on the findings of the expression and release of the cytokine NGF in synovial tissue, it is speculated that the NGF-TrkA pathway may be associated with the analgesic effects of JGZTG. Therefore, we explored whether the analgesic effects of JGZTG are related to the NGF-TrkA pathway by RT-qPCR and WB experiments on DRG. RT-qPCR results revealed that the relative mRNA expressions of Ntrk1, TRPV1, TAC1, and Calca were increased in the DRG of the model group compared with the sham group (^##^ *P* < 0.01). In contrast, these expressions were significantly decreased after JGZTG treatment compared with the model group (^**^ *P* < 0.01) (Figures 6A–E). IF analyses demonstrated a significant increase in the expression of NGF, Ntrk1, TRPV1, TAC1, and Calca proteins in the DRG of the model group compared with the sham group (^##^ *P* < 0.01), while treatment with JGZTG led to a notable decrease compared with the model group (^**^ *P* < 0.01,^*^ *P* < 0.05) (Figures 6F–N). Additionally, we investigated the effects of JGZTG on the COX-2/PGE2 pathway. COX-2 acts as a key enzymatic mediator in the biosynthesis of PGE2; the binding of PGE2 to the EP4 receptor is known to promote nociceptive signaling and exacerbate disease progression (Jiang et al., 2022; Peng et al., 2025). Experimental studies have revealed that JGZTG significantly inhibits the overexpression of Ptgs2, PGE2, and EP4 in KOA rats, thereby exerting analgesic effects. In conclusion, JGZTG may decrease the sensitivity to pain via the NGF-TrkA and COX-2/PGE2 pathways.

**FIGURE 6:**
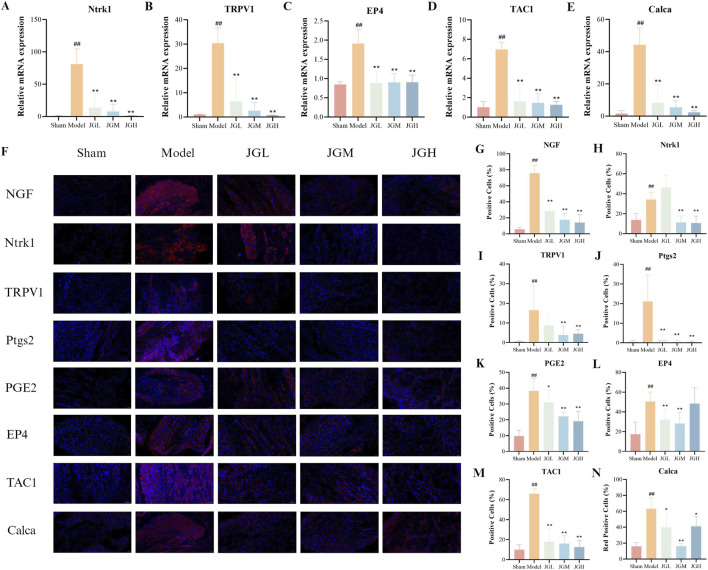
JGZTG plays an analgesic role in the treatment of KOA associated with NGF-TrkA and COX-2/PGE2 pathways. **(A–E)** RT-qPCR results of Ntrk1, TRPV1, EP4, TAC1, and Calca mRNA levels in the DRG of rats (n = 3). **(F)** Representative immunofluorescence staining images of NGF, Ntrk1, TRPV1, Ptgs2, PGE2, EP4, TAC1, and Calca in the DRG of rats (n = 3 × 3). **(G–N)** Quantitative analysis of NGF, Ntrk1, TRPV1, Ptgs2, PGE2, EP4, TAC1, and Calca immunofluorescence (n = 3 × 3). Data are presented as the means ± SD. ^##^ *P* < 0.01 vs. Sham; ^**^ *P* < 0.01 vs. Model; ^*^ *P* < 0.05 vs. Model.

## 4 Discussion

KOA is a chronic inflammatory joint disease characterized by articular cartilage damage, subchondral bone sclerosis, peripheral bone hyperplasia, and inflammatory hyperplastic changes in synovium. The treatment of KOA is mainly focused on anti-inflammatories and relieving pain, but single-target drugs, including NSAIDs, cannot fundamentally prevent the development of KOA and have toxic side effects. TCM, characterised by its multi-component, multi-target and multi-pathway properties, has unique advantages in the treatment of KOA, and JGZTG is a gel preparation with a certain history of clinical application and definite therapeutic effects (Liu, 2012; Peng et al., 2023; Zhao et al., 2020; Zheng et al., 2022). Although the pharmacological effects and clinical efficacy of JGZTG in treating KOA have been confirmed, there is still limited specific investigation into its impact on KOA and the associated signaling pathways.

As a chronic degenerative disorder affecting the entire joint, KOA primarily manifests as persistent pain accompanied by non-specific inflammation. The synovium serves as the boundary between the internal structures of a joint and adjacent soft tissues, and research has shown that synovial lesions can promote the progression of KOA (Loeser et al., 2012; Mathiessen and Conaghan, 2017; Scanzello and Goldring, 2012). Besides, cartilage collagen plays a crucial role in maintaining the stability of the internal environment. During the development of KOA, the degradation and recombination of cartilage collagen are one of the important reasons for cartilage destruction (Li et al., 2023; Rahaman et al., 2025; Torga et al., 2024).

Our results showed that JGZTG could not only increase the joint pressure pain threshold and foot weight-bearing capacity of KOA model rats, but also decrease the pro-inflammatory cytokines levels of TNF-α, IL-6, IL-1β, and PGE2 in serum and joint lavage fluid of KOA model rats. Besides, JGZTG could significantly reduce the morphological damage of knee joint tissue, the pathological injury of joint synovial tissue, the pathological injury of knee cartilage, and the loss of cartilage collagen of the KOA model rats. These results indicated that JGZTG may achieve the therapeutic effect in KOA by inhibiting inflammatory responses, reducing collagen damage, alleviating pain, and reducing damage to the synovial membrane and cartilage of joints.

The transcriptomic analysis result of synovium revealed that the therapeutic mechanism of JGZTG in treating KOA may be related to the IL-17 signal pathway. 

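The IL-17 receptor and ligand genes with enough signal to test numbered 6, and of these Il17b (1.18) and Il17rb rose in Model and none fell (2 rose when adjusted over the list alone). Of the 33 signal transducers of the pathway, Traf3ip2, which encodes the adaptor ACT1, had the smallest p, with a log2 fold change of 0.89 in Model (standard error 0.20, adjusted p = 0.018 from limma), below the 2-fold threshold. Traf6 differed by 0.16 (adjusted p = 0.57 from limma). Of 21 genes of AP-1 and the immediate early response none passed in Model, where Fos had 1.91 (standard error 0.62, adjusted p = 0.051 from limma) and Jun 0.44 (adjusted p = 0.31). None of the receptors, signal transducers or AP-1 genes passed against Model at any dose. For the signal transducers the median in Model against Sham was 0.28, and it was -0.02 with median-of-ratios scaling. From the enrichment of the overlapping and the reversed genes in this pathway (Figures 4B,H), followed by RT-qPCR and WB of its members in synovial tissue (Figure 5), the paper proposes that JGZTG protects KOA rats by regulating IL-17 signaling. It also draws on earlier literature for the choice of this pathway, and on cytokines measured by ELISA in serum and lavage fluid.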

The IL-17 signaling pathway is a crucial pro-inflammatory pathway in the immune system, primarily mediated by the IL-17 cytokine family and its receptors (Matsuzaki and Umemura, 2018; Saima et al., 2023). The classic pathway is triggered when IL-17A or IL-17F (or their heterodimers) binds to the interleukin 17 receptor (IL-17R) A/IL-17RC complex on the cell surface. Moreover, IL-17RB, as a member of the IL-17 receptor family, can be activated by IL-17B or IL-17E. In addition to this classical axis, other family members such as IL-17B, a member of the IL-17 cytokine family with 29% homology to IL-17A (Bie et al., 2017), are also involved in inflammation. Its receptor IL-17RB, activated by IL-17B or IL-17E, is highly expressed in synovial fibroblasts in arthritis (Kouri et al., 2013). IL-17B may contribute to chronic disease and tissue destruction in KOA by promoting neutrophil proliferation and survival, while also enhancing TNF-α-induced cytokine/chemokine production that regulates immune cell trafficking and neutrophil homeostasis in inflamed tissues (Kouri et al., 2013). 

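Il17ra, which encodes the receptor subunit shared by several IL-17 receptors, was the highest of the IL-17 receptor genes in most libraries, with 14.56 to 18.53 FPKM in Sham, 21.12 to 22.35 FPKM in Model and 13.25 to 61.16 FPKM in the treated groups. It differed by a log2 fold change of 0.41 in Model against Sham (standard error 0.28, adjusted p = 0.29 from limma). Il17rb was listed at 0 in the 3 Sham libraries and at 0.28, 1.12 and 1.76 FPKM in Model. In the treated groups it lay at 0.52, 0.45 and 0.24 FPKM in JGL, at 0.38, 1.84 and 0.05 FPKM in JGM, and at 0, 0.33 and 0.31 FPKM in JGH. Its adjusted p in Model against Sham was 0.045, and against Model 0.50 in JGL, 0.74 in JGM and 0.30 in JGH. Il17rc, the partner of Il17ra, lay between 9.44 and 11.98 FPKM in Sham and between 11.88 and 24.26 FPKM in Model (log2 fold change 0.66, adjusted p = 0.096 from limma).
Among the ligands, Il17b rose from 0.08 to 0.25 FPKM in Sham to 0.74 to 1.71 FPKM in Model (standard error of the log2 fold change 0.23, adjusted p = 0.014 from limma, and 0.072 without Model 2), and its change was below 2-fold with a pseudocount of 1 (log2 fold change 0.80). Il17a was listed at 0 in all Sham and Model libraries and at 0.39, 0.21 and 6.16 FPKM in JGL, and Il25, which encodes IL-17E, did not exceed 0.19 FPKM in any library. The call of Il17rb in Model was lost without each of the 6 libraries in turn, without a filter (adjusted p = 0.060 from limma), with a pseudocount of 1 and with median-of-ratios scaling. A value listed at 0 does not show that a gene was not expressed, as the read counts behind it are not given.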

Given this, we identified IL-17RB as a potential core target for JGZTG in KOA, as transcriptomic analysis revealed its specific expression but not that of IL-17RA, leading to our selection of IL-17RB for further investigation. The binding of IL-17 ligand and receptor recruits tumor necrosis factor receptor-associated factor (TRAF6) via actin-related gene 1 (ACT1), and subsequently activates AP-1/NF-κB transcriptional network, thereby triggering downstream inflammatory and immune responses. This experimental study found that JGZTG can reduce the overexpression of AP-1 in the model group by acting on IL-17RB.AP-1 (with FOSB as its core component) serves as a key gene in the IL-17 signaling pathway. Upon activation, FOSB mediates transcriptional regulation that promotes the secretion of downstream pro-inflammatory mediators, chemokines, and MMPs, thereby driving synovial inflammation and facilitating cartilage degradation (Liu et al., 2022; Xu et al., 2024). CCL17 (also known as thymic and activator-regulated chemokine, TARC) is a member of the CC chemokine family and a key mediator of type II immune responses, which can be activated by AP-1. It has been reported that CCL17 expression is increased in the synovial tissue of patients with rheumatoid arthritis (Moret et al., 2013). Moreover, as a member of the CXC chemokine family, CXCL6 (also known as granulocyte chemotactic protein-2, GCP-2) primarily mediates neutrophil recruitment and activation. Synovial fibroblasts in arthritis patients can secrete CXCL6, recruit neutrophils, release MMPs, and cause joint cartilage destruction (Scanzello and Goldring, 2012). Additionally, as the most significant factor in cartilage damage, MMPs are primarily responsible for degrading components of the extracellular matrix (ECM). MMP1 and MMP13 are collagenases that primarily degrade fibrous collagen by cleaving the collagen triple helix region. MMP-3, as a matrix-dissolving enzyme, primarily degrades proteoglycans, laminin, and fibronectin. In patients with arthritis, the expression of MMP1, MMP3, and MMP13 in synovial tissue is abnormally elevated, leading to degradation of the extracellular matrix and subsequent cartilage destruction (Milaras et al., 2021; Mukherjee and Das, 2024; Murphy et al., 2002; Wassilew et al., 2010) (Figure 7B).

**FIGURE 7:**
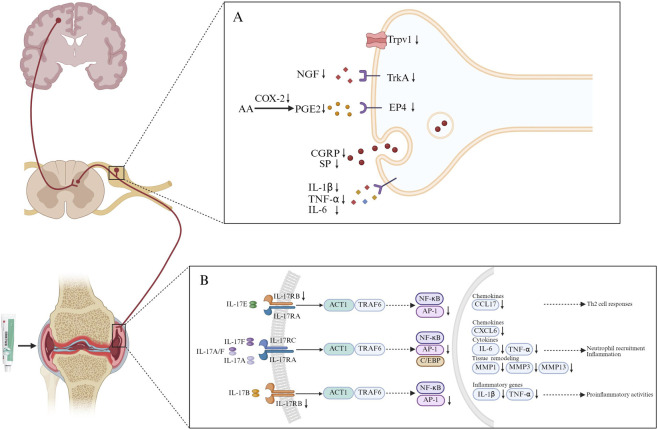
Diagram of the action mechanism of JGZTG. **(A)** JGZTG could potentially inhibit the activation of the NGF-TrkA and COX-2/PGE2 signaling pathway, mitigate the production of CGRP and SP, and Inhibit the opening of TRPV1 ion channels, thereby affirming its potent analgesic effect by lowering the sensitivity of peripheral and central nerves. **(B)** JGZTG could suppress the expression and release of chemokines (CCL17 and CXCL6), inflammatory cytokines (IL-6, TNF-α, IL-1β), and MMPs (MMP1, MMP3, and MMP13) linked to the IL-17 signaling pathway, thereby alleviating synovial inflammation in KOA. Moreover, inflammation and pain are closely interrelated in KOA. JGZTG could inhibit pain-related pathways and cytokine activation by suppressing inflammatory cytokines (IL-6, TNF-α, IL-1β) and pro-inflammatory modulators (NGF) produced during synovial inflammation.

JGZTG appeared to influence downstream signaling within the IL-17 pathway mainly by suppressing the secretion of pro-inflammatory cytokines such as TNF-α, IL-6, and IL-1β in both serum and joint lavage fluid. It also downregulated the expression of MMPs (MMP1b, MMP3, and MMP13) as well as chemokines, including CXCL6 and CCL17. These findings suggest that JGZTG may ameliorate synovial inflammation and inhibit cartilage degradation, potentially through suppression of the IL-17 signaling pathway (Figure 7B).

Furthermore, experimental studies have demonstrated that JGZTG reduces the overexpression of NGF in synovial tissue. NGF is a pro-inflammatory cytokine that can be upregulated by cytokines such as TNF-α and IL-1β and is produced by non-neuronal cells, including synovial fibroblasts and macrophages. Synovial NGF released into the joint microenvironment acts in a paracrine manner on its high-affinity receptor TrkA (encoded by Ntrk1), which is expressed on peptidergic sensory nerve terminals innervating the synovium. This interaction initiates peripheral sensitization and subsequently facilitates the transmission of pain signals to peripheral neural tissues such as the DRG.

The synovial NGF-TrkA signaling complex undergoes retrograde transport to the DRG, where it promotes *de novo* NGF synthesis. NGF binding to TrkA receptors activates TRPV1 ion channels, resulting in increased neuronal excitability and peripheral sensitization (Liu et al., 2024). Moreover, NGF upregulates the expression of neurotransmitters such as calcitonin gene-related peptide (CGRP; encoded by Calca) (Jiang et al., 2024), substance P (SP; encoded by TAC1) (Shang et al., 2017), and brain-derived neurotrophic factor (BDNF) (I et al., 2022), all of which contribute to central sensitization (Figure 7A).

The NGF-TrkA signaling axis represents a core molecular mechanism underlying pain in knee osteoarthritis (KOA) (Denk et al., 2017; Rodriguez-Palma and Khanna, 2025). Our data indicate that JGZTG suppresses NGF synthesis at both synovial and DRG sources. The reduction in synovial NGF attenuates peripheral afferent drive, whereas the reduction in DRG NGF dampens central sensitization by limiting neuropeptide release at spinal terminals. Accordingly, the analgesic profile of JGZTG is best characterized as peripherally dominant but spinally reinforced.

In addition, the suppression of PGE2 release in the plasma and synovial fluid of model rats by JGZTG indicates that its mechanism of action likely involves the COX-2/PGE2 pathway. PGE2 is a common lipid mediator of inflammatory pain. Inflammation in peripheral tissues induces the expression of COX-2 (encoded by Ptgs2) in inflammatory tissues and the central nervous system. As a key enzyme in PGE2 production, COX-2 promotes increased PGE2 production (Cheng et al., 2021). In the central nervous system, PGE2 can activate Prostaglandin E receptor 4(Ptger4) (EP4)to release neurotransmitters such as glutamate, thereby causing central sensitization. Increased release of PGE2 also provides a sensitizing stimulus for TRPV1, enabling nerve fibers to transmit information about noxious stimuli to the thalamus and spinal cord (Ma et al., 2019) (Figure 7A). The researchers demonstrated that EP4, is the primary receptor involved in joint inflammation and pain in rodent models of rheumatoid and osteoarthritis (Clark et al., 2008).

In the experiment, it was found that JGZTG can reverse the overexpression of NGF, Ntrk1, TRPV1, TAC1, Calca, PGE2, Ptgs2, and EP4 in dorsal root ganglion tissue from KOA model rats (Figure 6), thereby lowering the sensitivity of peripheral and central nerves and achieving a pain-relieving effect. These results offer further evidence that JGZTG appears to influence the NGF-TrkA and COX-2/PGE2 pathways.

The findings of this study indicate that JGZTG exerts anti-inflammatory and analgesic effects through multiple combined pathways, inhibiting synovial inflammation, improving cartilage damage, and delaying the progression of KOA. However, the present study has certain limitations. Firstly, due to the limited sample size of animal tissue, validation of existing pathways is insufficient. Further validation may be conducted with additional genes and proteins in subsequent studies. Secondly, the present study did not employ pathway-specific inhibitors or neutralizing antibodies; therefore, whether suppression of IL-17, NGF-TrkA, and COX-2/PGE2 signaling is causally required for the effects of JGZTG remains to be definitively established. Moreover, this paper primarily focuses on synovial inflammation and pain, lacking a more in-depth exploration of cartilage damage. The mechanism of action of JGZTG in treating KOA remains to be further explored.

## 5 Conclusion

In conclusion, this study shows that JGZTG has a definite therapeutic effect on a rat model of KOA established by surgery, including the reduction of inflammatory factor levels, the increase of weight bearing on the right foot, and the increase of pain threshold, the improvement of joint morphology score, the alleviation of synovial and cartilage histopathological lesions, and the reduction of cartilage collagen loss. The results integrating transcriptomic analysis, RT-qPCR, IF, and WB revealed that JGZTG may influence IL-17, NGF-TrkA, and COX-2/PGE2 pathways, which are crucial in anti-inflammation and pain relief. Compared to conventional NSAIDs, JGZTG offers multi-target regulation and a superior safety profile. This study provides a scientific basis for exploring the potential mechanism of JGZTG in the treatment of KOA.

## Data Availability

The dataset presented in this study is available in the GEO data repository, accession number GSE309646.

## References

[B1] AshrafS. MappP. I. ShahtaheriS. M. WalshD. A. (2018). Effects of carrageenan induced synovitis on joint damage and pain in a rat model of knee osteoarthritis. Osteoarthr. Cartil. 26 (10), 1369–1378. 10.1016/j.joca.2018.07.001 30031926

[B53] BieQ. JinC. ZhangB. DongH. (2017). A new area of study in the IL-17 family. Mol. Immunol. 90, 50–56. 10.1016/j.molimm.2017.07.004 28704706

[B2] ChengH. HuangH. GuoZ. ChangY. LiZ. (2021). Role of prostaglandin E2 in tissue repair and regeneration. Theranostics 11 (18), 8836–8854. 10.7150/thno.63396 34522214 PMC8419039

[B3] ClarkP. RowlandS. E. DenisD. MathieuM.-C. StoccoR. PoirierH. (2008). MF498 [N-{[4-(5,9-Diethoxy-6-oxo-6,8-dihydro-7 H-pyrrolo[3,4-g]quinolin-7-yl)-3-methylbenzyl]sulfonyl}-2-(2-methoxyphenyl)acetamide], a Selective E Prostanoid Receptor 4 Antagonist, Relieves Joint Inflammation and Pain in Rodent Models of Rheumatoid and Osteoarthritis. J. Pharmacol. Exp. Ther. 325 (2), 425–434. 10.1124/jpet.107.134510 18287210

[B4] DantasL. O. SalviniT. d. F. McAlindonT. E. (2021). Knee osteoarthritis: key treatments and implications for physical therapy. Braz. J. Phys. Ther. 25 (2), 135–146. 10.1016/j.bjpt.2020.08.004 33262080 PMC7990728

[B5] DenkF. BennettD. L. McMahonS. B. (2017). Nerve growth factor and pain mechanisms. Annu. Rev. Neurosci. 40, 307–325. 10.1146/annurev-neuro-072116-031121 28441116

[B6] DuX. LiuZ. Y. TaoX. X. MeiY. L. ZhouD. Q. ChengK. (2023). Research progress on the pathogenesis of knee osteoarthritis. Orthop. Surg. 15 (9), 2213–2224. 10.1111/os.13809 37435789 PMC10475681

[B7] FuJ. ZhangH. T. WangX. N. HuJ. H. (2020). Volatile components in Jingu Zhitong gel based on GC-MS. Cent. South Pharm. 18 (12), 2050–2053. 10.7539/j.issn.1672-2981.2020.12.022

[B8] GahbauerS. DeLeonC. BrazJ. M. CraikV. KangH. J. WanX. (2023). Docking for EP4R antagonists active against inflammatory pain. Nat. Commun. 14 (1), 8067. 10.1038/s41467-023-43506-6 38057319 PMC10700596

[B9] HunterD. J. Bierma-ZeinstraS. (2019). Osteoarthritis. Lancet 393 (10182), 1745–1759. 10.1016/S0140-6736(19)30417-9 31034380

[B10] InSungO. S. KcR. SinghG. DasV. MaK. LiX. (2022). Sensory neuron-specific deletion of tropomyosin receptor kinase A (TrkA) in mice abolishes osteoarthritis (OA) pain *via* NGF/TrkA intervention of peripheral sensitization. Int. J. Mol. Sci. 23 (20), 12076. 10.3390/ijms232012076 36292950 PMC9602682

[B11] JiangW. JinY. ZhangS. DingY. HuoK. YangJ. (2022). PGE2 activates EP4 in subchondral bone osteoclasts to regulate osteoarthritis. Bone Res. 10 (1), 27. 10.1038/s41413-022-00201-4 35260562 PMC8904489

[B12] JiangX. GuoY. FangM. WangX. ZhangB. SongY. (2024). Suppression of CGRP and TRPV1 expression in dorsal root ganglia of knee osteoarthritis rats by huojing decoction *via* TrkA/MKK3/6/p38 pathway. J. Inflamm. Res. 17, 5311–5326. 10.2147/JIR.S472341 39157588 PMC11330260

[B13] KimourtzisG. RangwaniN. JenkinsB. J. JaniS. McNaughtonP. A. RaoufR. (2024). Prostaglandin E2 depolarises sensory axons *in vitro* in an ANO1 and Nav1.8 dependent manner. Sci. Rep. 14 (1), 17360. 10.1038/s41598-024-67793-1 39075089 PMC11286870

[B14] KouriV. P. OlkkonenJ. AinolaM. LiT. F. BjörkmanL. KonttinenY. T. (2013). Neutrophils produce interleukin-17B in rheumatoid synovial tissue. Rheumatology 53 (1), 39–47. 10.1093/rheumatology/ket309 24056520

[B15] KoyamaT. UchidaK. FukushimaK. OhashiY. UchiyamaK. InoueG. (2021). Elevated levels of TNF-alpha, IL-1beta and IL-6 in the synovial tissue of patients with labral tear: a comparative study with hip osteoarthritis. BMC Musculoskelet. Disord. 22 (1), 33. 10.1186/s12891-020-03888-w 33407301 PMC7788943

[B16] LiY. HouY. SunJ. WeiJ. ChaiY. GuoM. (2023). Therapeutic effect of acupotomy at Sanheyang for cartilage collagen damage in moderate knee osteoarthritis: a rabbit model. J. Inflamm. Res. 16, 2241–2254. 10.2147/JIR.S400956 37256203 PMC10225278

[B17] LiX. ZhouY. ChenX. F. WangH. J. YangS. YangJ. (2024). Semi-synthetic chondroitin sulfate CS-semi5 upregulates miR-122-5p, conferring a therapeutic effect on osteoarthritis *via* the p38/MMP13 pathway. Acta Pharm. Sin. B 14 (8), 3528–3542. 10.1016/j.apsb.2024.05.016 39220883 PMC11365380

[B18] LiuX. (2012). “Clinical observation of Tongning gel in treating knee osteoarthritis (kidney deficiency and tendon vessel stagnation pattern),”. Master, Hunan University of Chinese Medicine. China National Knowledge Infrastructure. Available online at: kns.cnki.net/kcms2/article/abstract?v=d7HKHDfP4kd_xXBl72_dhGJp35t10sYNi5247KxEhRJ8kOZa33zorfxacKqa4tQv-Xmnb9kUoTaGiutnWOrGvEMQ9UNDC-ackIW-7HonJjpuY6xIuCajWIuRNCx_vokztfFssKrlWWMY7MiAERWuMlj-Mli2w4HTCuKRu88NJjoMwhFyR1ZPqf2jak4R2-Ww&uniplatform=NZKPT&language=CHS (Accessed August 6, 2025).

[B19] LiuG. HeG. ZhangJ. ZhangZ. WangL. (2022). Identification of SCRG1 as a Potential Therapeutic Target for Human Synovial Inflammation. Front. Immunol. 13, 893301. 10.3389/fimmu.2022.893301 35720295 PMC9204521

[B20] LiuZ. X. LiM. C. ZhangL. ShiX. Q. LiaoT. Y. JieL. S. (2024). NGF signaling exacerbates KOA peripheral hyperalgesia *via* the increased TRPV1-Labeled synovial sensory innervation in KOA rats. Pain Res. Manag. 2024, 1552594. 10.1155/2024/1552594 38410126 PMC10896652

[B21] LiuZ. X. SongS. Y. ZhangQ. Y. WangD. P. (2025). Research progress on treatment measures for joint function in non-surgical patients with knee osteoarthritis. J. Orthop. 64, 64–67. 10.1016/j.jor.2024.11.023 39691640 PMC11648640

[B22] LoeserR. F. GoldringS. R. ScanzelloC. R. GoldringM. B. (2012). Osteoarthritis: a disease of the joint as an organ. Arthritis Rheum. 64 (6), 1697–1707. 10.1002/art.34453 22392533 PMC3366018

[B23] LvK. H. HuY. M. QianM. Y. LiL. LiuW. J. CaoL. (2024). Chemical composition analysis of Jingu Zhitong gel. Chin. Tradit. Pat. Med. 46 (03), 1025–1034. 10.3969/j.issn.1001-1528.2024.03.050

[B24] MaW. LiL. XingS. (2019). PGE2/EP4 receptor and TRPV1 channel are involved in repeated restraint stress-induced prolongation of sensitization pain evoked by subsequent PGE2 challenge. Brain Res. 1721, 146335. 10.1016/j.brainres.2019.146335 31302096

[B25] MathiessenA. ConaghanP. G. (2017). Synovitis in osteoarthritis: current understanding with therapeutic implications. Arthritis Res. Ther. 19 (1), 18. 10.1186/s13075-017-1229-9 28148295 PMC5289060

[B26] MatsuzakiG. UmemuraM. (2018). Interleukin-17 family cytokines in protective immunity against infections: role of hematopoietic cell-derived and non-hematopoietic cell-derived interleukin-17s. Microbiol. Immunol. 62 (1), 1–13. 10.1111/1348-0421.12560 29205464

[B27] MilarasC. LepetsosP. DafouD. PotoupnisM. TsiridisE. (2021). Association of matrix metalloproteinase (MMP) gene polymorphisms with knee osteoarthritis: a review of the literature. Cureus 13 (10), e18607. 10.7759/cureus.18607 34765365 PMC8572546

[B28] MoretF. M. HackC. E. van der Wurff-JacobsK. M. G. de JagerW. RadstakeT. R. D. J. LafeberF. P. J. G. (2013). Intra-articular CD1c-expressing myeloid dendritic cells from rheumatoid arthritis patients express a unique set of T cell-attracting chemokines and spontaneously induce Th1, Th17 and Th2 cell activity. Arthritis Res. Ther. 15 (5), R155. 10.1186/ar4338 24286358 PMC3979121

[B29] MukherjeeA. DasB. (2024). The role of inflammatory mediators and matrix metalloproteinases (MMPs) in the progression of osteoarthritis. Biomater. Biosyst. 13, 100090. 10.1016/j.bbiosy.2024.100090 38440290 PMC10910010

[B30] MurphyG. KnäuperV. AtkinsonS. ButlerG. EnglishW. HuttonM. (2002). Matrix metalloproteinases in arthritic disease. Arthritis Res. Ther. 4 (3), S39–S49. 10.1186/ar572 12110122 PMC3240148

[B31] OrthP. MadryH. (2015). Complex and elementary histological scoring systems for articular cartilage repair. Histol. Histopathol. 30 (8), 911–919. 10.14670/HH-11-620 25876650

[B32] OstojicM. OstojićM. PrlićJ. SoljicV. (2019). Correlation of anxiety and chronic pain to grade of synovitis in patients with knee osteoarthritis. Psychiatr. Danub. 31 (Suppl. 1), 126–130. 30946731

[B33] PengH. Y. LiuJ. LiL. SuZ. Z. ZhangX. Z. CaoL. (2023). Mechanism of Jingu Zhitong gel in treatment of knee osteoarthritis based on NLRP3/IL-1β pathway. Chin. Traditional Herb. Drugs 54 (08), 2502–2508. 10.7501/j.issn.0253-2670.2023.08.017

[B34] PengP. ZhengW. LiuY. HuangJ. ZhangB. ShenJ. (2025). Imrecoxib attenuates osteoarthritis by modulating synovial macrophage polarization through inactivating COX-2/PGE2 signaling pathway. Front. Bioeng. Biotechnol. 13, 1526092. 10.3389/fbioe.2025.1526092 40357333 PMC12066670

[B35] RahamanS. N. LishadeviM. AnandasadagopanS. K. (2025). Unraveling the molecular mechanisms of osteoarthritis: the potential of polyphenols as therapeutic agents. Phytother. Res. 39 (5), 2038–2071. 10.1002/ptr.8455 40044420

[B36] RichardM. J. DribanJ. B. McAlindonT. E. (2023). Pharmaceutical treatment of osteoarthritis. Osteoarthr. Cartil. 31 (4), 458–466. 10.1016/j.joca.2022.11.005 36414224

[B37] Rodriguez-PalmaE. J. KhannaR. (2025). Decoding chronic pain in OA *via* NGF-TrkA signaling. Osteoarthr. Cartil. 33 (10), 1159–1161. 10.1016/j.joca.2025.07.002 40645556

[B38] SaimaA. Farhin MuntahaT. Mohammad NazmulI. AbdurR. SaikatM. Talha BinE. (2023). Role of Th17 and IL-17 cytokines on inflammatory and auto-immune diseases. Curr. Pharm. Des. 29 (26), 2078–2090. 10.2174/1381612829666230904150808 37670700

[B39] Sanchez-LopezE. CorasR. TorresA. LaneN. E. GumaM. (2022). Synovial inflammation in osteoarthritis progression. Nat. Rev. Rheumatol. 18 (5), 258–275. 10.1038/s41584-022-00749-9 35165404 PMC9050956

[B40] ScanzelloC. R. GoldringS. R. (2012). The role of synovitis in osteoarthritis pathogenesis. Bone 51 (2), 249–257. 10.1016/j.bone.2012.02.012 22387238 PMC3372675

[B41] ShangX. WangZ. TaoH. (2017). Mechanism and therapeutic effectiveness of nerve growth factor in osteoarthritis pain. Ther. Clin. Risk Manag. 13, 951–956. 10.2147/TCRM.S139814 28814877 PMC5546917

[B42] TorgaT. SuutreS. KisandK. AunapuuM. ArendA. (2024). Cartilage collagen neoepitope C2C expression in the articular cartilage and its relation to joint tissue damage in patients with knee osteoarthritis. Biomedicines 12 (5), 1063. 10.3390/biomedicines12051063 38791025 PMC11117959

[B43] WangZ. HanX. XuJ. ZhangW. PatelK. ZhengJ. (2025). Hypothalamus regulates anabolic metabolism of articular cartilage superficial chondrocytes through PGE2 skeletal interoception. Adv. Sci. (Weinh) 12 (19), e2501039. 10.1002/advs.202501039 40138204 PMC12097074

[B44] WassilewG. I. LehnigkU. DudaG. N. TaylorW. R. MatziolisG. DynybilC. (2010). The expression of proinflammatory cytokines and matrix metalloproteinases in the synovial membranes of patients with osteoarthritis compared with traumatic knee disorders. Arthrosc. J. Arthrosc. Relat. Surg., 26(8), 1096–1104. 10.1016/j.arthro.2009.12.018 20678708

[B45] XiaoJ. ZhangP. CaiF. L. LuoC. G. PuT. PanX. L. (2023). IL-17 in osteoarthritis: a narrative review. Open Life Sci. 18 (1), 20220747. 10.1515/biol-2022-0747 37854319 PMC10579884

[B46] XuL. MaJ. ZhouC. ShenZ. ZhuK. WuX. (2024). Identification of key hub genes in knee osteoarthritis through integrated bioinformatics analysis. Sci. Rep. 14 (1), 22437. 10.1038/s41598-024-73188-z 39341952 PMC11439059

[B47] YangD. XuK. XuX. XuP. (2024). Revisiting prostaglandin E2: a promising therapeutic target for osteoarthritis. Clin. Immunol. 260, 109904. 10.1016/j.clim.2024.109904 38262526

[B48] YuY. MaoN. YuL. LinF. ShiX. LuX. (2025). YiMu-QingGong san alleviates lipopolysaccharide-induced endometritis in mice *via* inhibiting inflammation and oxidative stress through regulating macrophage polarization. J. Ethnopharmacol. 337 (Pt 3), 118992. 10.1016/j.jep.2024.118992 39454706

[B49] ZhangZ. YuanD. JinX. ChangW. ZhangY. XieW. (2025). Asperosaponin VI suppresses ferroptosis in chondrocytes and ameliorates osteoarthritis by modulating the Nrf2/GPX4/HO-1 signaling pathway. Front. Pharmacol. 16, 1539092. 10.3389/fphar.2025.1539092 40093317 PMC11906723

[B50] ZhaoY. ShenZ. B. GeJ. R. LiuW. G. YangJ. X. HeC. J. (2020). Efficacy and safety of tongning gel for knee osteoarthritis: a multicentre, randomized, double-blinded, parallel, Placebo-controlled, clinical trial. Evid. Based Complement. Altern. Med. 2020, 8707256. 10.1155/2020/8707256 32595745 PMC7305543

[B51] ZhengY. X. GeJ. R. LiuW. G. YangJ. X. HeC. J. LuM. (2022). External application of Tongning gel for treatment of mild-to-moderate knee osteoarthritis with syndromes of kidney deficiency and tendon-vessel stasis: a randomized,double-blind,placebo-controlled,multicenter clinical study. J. Trad. Chin. Orthop. Trauma 34 (06), 17–24.

[B52] ZhouG. ZhangX. GuZ. ZhaoJ. LuoM. LiuJ. (2023). Research progress on the treatment of knee osteoarthritis combined with osteoporosis by single-herb Chinese medicine and compound. Front. Med. (Lausanne) 10, 1254086. 10.3389/fmed.2023.1254086 37841009 PMC10568449

How the deposited data were processed for this re-analysis (not part of the article)

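Synovial RNA was measured in 15 libraries, 3 each of Sham, Model, JGL, JGM and JGH, with doses of 0, 0, 0.6, 1.2 and 2.4 g/kg over 21 days. The FPKM values were made by the authors and used as deposited. The submitters' notes name HISAT2, featureCounts (Subread) and DESeq2, with no versions, and the paper names Illumina sequencing and, for DEGs, DESeq2 and edgeR. The notes give the genome build as hg19, a human build, while the samples are from rats, so that the build behind the values is not settled and no coordinates are given. The table holds 18268 genes with values to 2 decimals, and 14.3% of the values are exactly 0. An exact 0 can also stand for a failed estimate, as Cldn5, a gene of endothelial cells, is listed at 0 in 11 of the 15 libraries. Read counts, gene lengths and mapped totals are not given, so that the depth per library and its counting error are not known. The spread between the 3 libraries of each group was the only measure of precision. Gene names were compared with a RefSeq table of rat genes, in which 16198 of the symbols occur.

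Values were transformed to log2(FPKM + 0.5), and 13516 genes with an FPKM of at least 0.5 in at least 3 libraries were tested. A linear model with a mean per group was fitted to all libraries (limma 3.58.1 in R 4.3.3, with a trend of the variance, 10 residual degrees of freedom), and 10 comparisons of groups were drawn from it. Genes with a Benjamini-Hochberg adjusted p of at most 0.05 and a change of at least 2-fold were counted, which are the thresholds of the paper. Overlapping genes passed in Model against Sham and in at least 1 dose against Model, and reversed genes did so with opposite signs. The 39 gene lists, with at least 3 tested members each, were tested with camera (correlation 0.01), with camera with an estimated correlation and with fry, and their share among overlapping and reversed genes with a one-sided Fisher's exact test. The procedure was tested on simulated data, where 83.6% of genes with a log2 change of 1.5 were called in Model against Sham, none in the wrong direction, beside 9 unchanged genes. The simulated noise was independent between genes and no library stood apart, so that this share need not hold for the real libraries.

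The text gives a part of the genes that the paper names, and no values for others such as Il1b, Tnf, Ccl20, Cxcl2, Mmp9, Nlrp3, Tac1 and Calca. By rule it also names the 5 largest rises and 5 largest falls per comparison. These are among the genes past the threshold whose libraries did not overlap between the groups, leaving out identifiers with no symbol. Up to 4 members per list with the smallest p are named as well. For reversed genes the rule names those with the largest changes at 3 or 2 doses. Figures were drawn with matplotlib 3.10.9. The alternatives were pseudocounts of 0.1 and 1, a filter at an FPKM of 1 and no filter, rescaling of each library to TPM, median-of-ratios scaling, a fit of only the 2 groups compared, a term for the replicate number, weights per library (arrayWeights), robust estimation, an adjusted p alone, an unadjusted p with 2-fold, and leaving out each library in turn. DESeq2 and edgeR were not run, as they need counts. No library was left out of the results in the text unless stated. The values of the dorsal root ganglia, RT-qPCR, Western blots and behavior are not part of the deposited table.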

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

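The tests of JGL 3 and of blood in the JGL samples, whose bounds were also changed after their values were known, both tests of pancreatic genes, the look at muscle genes, and the rule that the whole interval over the members of a list must lie on one side of a bound were chosen after the results were seen. The intervals over members are of genes that vary together, and do not measure the spread between animals.

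JGL differed from the higher doses, which the paper does not compare with each other in its sequencing data: 532 genes differed between JGM and JGL, and 600 between JGH and JGL (limma, adjusted p of at most 0.05 and 2-fold). Without 1 library these counts were 189 (JGL 3), 66 (JGM 1), 817 (JGM 2) and 20 (JGM 3) for JGM, and 237 (JGL 3), 352 (JGH 1), 38 (JGH 2) and 398 (JGH 3) for JGH, and with only 2 groups in the fit they were 22 and 11. The median log2 difference of the IL-17 target genes was -3.08 for JGM minus JGL and -2.26 for JGH minus JGL. Both include JGL 3, without which the rise of these genes in JGL against Model was smaller (median 1.17). Against Sham, 1899 genes differed in JGL, a comparison that the paper does not make. Il17a, which encodes IL-17A, reached 6.16 FPKM in JGL 3 and was listed at 0 in all Sham and Model libraries.

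For the IL-17 target genes, 20 of 21 of which lay above Model in JGL, a shift of all genes is argued against, as the median of all genes in JGL against Model was 0.02. Median-of-ratios scaling, which moved that median only to 0.002, could change little, and the list median was then 2.13 (interval over members 1.92 to 2.62). Without JGL 3 the median was 1.17 (0.68 to 1.70), above the later bound of 0.5. The earlier bound of 1 lies in this interval, so that this test does not decide on JGL 3 as the whole cause. The list's mean log2 difference from the mean of Sham was 1.95 in JGL 1 and 1.69 in JGL 2, against at most 0.98 in Model, which argues against JGL 3 as the whole cause. The size of the rise rests in part on JGL 3, with a median of 2.15 in all libraries. Blood left in the JGL samples is argued against too, as hemoglobin genes took 3.15%, 1.08% and 0.949% of the FPKM sum in JGL, against 1.19%, 3.33% and 2.03% in Model. The erythroid genes had a median of 0.029 (-0.21 to 0.21), below the later bound of 0.5. The earlier bound of 0 lies in this interval, so that the test of these genes depends on the bound. A response of the tissue to the low dose may be another explanation, and was not tested.

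For the lower adipocyte genes in Model than in Sham, hemoglobin transcripts in Sham 3 are argued against by their direction. A large share of them lowers the other genes of Sham 3 (median-of-ratios factor 0.753), which acts against a fall in Model. Median-of-ratios scaling was thus bound to deepen the fall and is no separate test, and the median was then -2.42 (-2.68 to -2.22). Sham 3 as the one library behind it is argued against too, as the median without it was -2.42 (-2.69 to -2.21). A smaller share of fat tissue in the Model samples is a candidate explanation, as the 16 adipocyte genes with a mean of at least 10 FPKM in Sham were all lower, with an interquartile range of 0.48 around a median of -2.12. They did not all fall alike, with log2 fold changes from -3.03 (Adrb3) to -0.54 (Cfd). A change within adipocytes in the disease stays open and was not tested.

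Prss3, which encodes a trypsin, stood at 53.77 FPKM in JGH 2, at 4.7 FPKM in Sham 1 and at 0 in the other libraries. Genes of skeletal muscle had a mean log2 difference from the mean of Sham of 3.39 in JGH 2 and of at most 1.46 in the other libraries, which bears on tissue carried into this library and was not tested further. Pancreatic tissue or RNA carried into the library is argued against as the whole source, as 5 of 15 listed pancreatic genes had their highest value and at least 1 FPKM in JGH 2. Reads shared between trypsin copies are argued against for the whole pattern, as 2 genes outside the trypsin family (Clps and an amylase gene) were also highest there, at 10.81 and 17.9 FPKM. No biological explanation was tested, and the source is open.

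Bglap, which encodes osteocalcin, a protein of bone, stood at 1054.65 FPKM in JGM 1 and at most at 8.56 FPKM in the other libraries. Without JGM 1 and JGH 2, 39 genes differed between JGM and JGL and 6 between JGH and JGL.

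Splits of 3 against 3 libraries number 10, too few for a share under 0.05. The real split gave the most genes, 1 of 10 splits with as many, in Model against Sham (579, highest other 0), JGL against Model (64, highest other 1), JGL against Sham (1899, 0), JGM against Sham (489, 0), JGH against Sham (414, 0), JGM against JGL (532, 2) and JGH against JGL (600, 1). For JGM against Model (0, highest other 1), JGH against Model (0, 1) and JGH against JGM (0, 0) with limma, all 10 splits gave as many. At an unadjusted p of at most 0.05 and 2-fold these were 186, 125 and 69 genes.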

How the results depend on the processing

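The counts below moved with the processing, and the cause was not tested. Counts are of DEGs in the order Model, JGL, JGM and JGH (Model against Sham, doses against Model), with overlapping genes and reversed genes (JGL, JGM, JGH, any dose) where they moved by over 1.5 times. TPM: 1089 and 106, JGL against Sham 3315, JGH against JGL 1212, overlapping 26. Library weights (arrayWeights): 1130, 481, 157, 65, JGM and JGH against Sham 1296 and 994, JGH against JGM 2, overlapping 217, reversed 46, 34, 38, 100. Adjusted p alone: 2041, JGL, JGM and JGH against Sham 5240, 1259 and 757, JGM and JGH against JGL 861 and 1655. Unadjusted p and 2-fold: JGL 676, JGM 186, JGH 125, JGM and JGH against Sham 823 and 662, JGM and JGH against JGL 1024 and 943, JGH against JGM 69, overlapping 260, reversed 28, 42, 63, 105. No filter: JGL 32, overlapping 4, reversed JGL 0 and any dose 0 (share 0%), IL-17 targets in JGM adjusted p = 0.0096 (camera in limma). Filter of 1 FPKM: overlapping 7. Pseudocount 0.1: IL-17 targets in JGM adjusted p = 0.033 (limma). Median-of-ratios scaling: JGH against JGL 366, overlapping 6, reversed 0 and 0 (share 0%), IL-17 targets in JGM adjusted p = 0.011 (limma). Only 2 groups in the fit: JGL 15, JGM 1, JGM and JGH against JGL 22 and 11, overlapping 0, reversed 0 and 0. Replicate block: JGL 18, overlapping 2, reversed 0 and 0 (share 0%); the numbers pair no animals that the records name, and same-number libraries had a mean correlation of -0.034 against 0.016 for others. Robust estimation: JGL 41, overlapping 6. IL-17 targets in JGL: adjusted p = 0.52 with an estimated correlation and 0.065 with fry (limma).

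Leaving out 1 library in turn, where a group with 2 libraries takes its spread from the whole fit, gave ranges of 21 to 680 (Model), 6 to 369 (JGL), 0 to 54 (JGM) and 0 to 0 (JGH). Against Sham they were 1536 to 2065 (JGL), 68 to 572 (JGM) and 105 to 499 (JGH), for JGM and JGH against JGL 20 to 817 and 38 to 758, for overlapping genes 0 to 58, for reversed genes 0 to 8 (JGL), 0 to 9 (JGM), 0 to 0 (JGH) and 0 to 10 (any dose), and for the share reversed 0% to 60.0%. For the IL-17 targets the adjusted p (limma) ran from 0.0042 to 0.318 in JGM and from 0.015 to 0.625 in JGH.

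The other settings were chosen after seeing the data. Sham 3 and JGL 3 left out: JGL 39, JGM 5, JGM and JGH against JGL 203 and 302, JGH against JGM 1, overlapping 7, reversed JGM 1, IL-17 targets in JGM adjusted p = 0.0080 (limma). JGM 1 and JGH 2 left out: JGL 17, JGM and JGH against Sham 134 and 25, JGM and JGH against JGL 39 and 6, overlapping 3, reversed JGL 0 and any dose 0 (share 0%), IL-17 targets adjusted p = 0.015 in JGM and 0.015 in JGH (limma). Fits of 2 groups with unadjusted p and 2-fold: 886, 564, 194, 142, overlapping 250, reversed 33, 46, 73, 121. The same with a pseudocount of 0.1: 1319, 753, 290, 271, overlapping 419, reversed 48, 89, 136, 228 (54.4%). The same with no filter as well: 1251, 714, 273, 278, overlapping 324, reversed 41, 78, 121, 205 (63.3%). With no filter and a pseudocount of 0.01: 1493, 859, 393, 421, overlapping 419, reversed 66, 112, 166, 284 (67.8%). Library weights with unadjusted p and 2-fold: 1149, 589, 367, 181, overlapping 340, reversed 57, 82, 82, 171 (50.3%). Library weights with median-of-ratios scaling: JGL 488, JGM 43, JGH 11, overlapping 113, reversed 38, 9, 8, 46.

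The balance of directions turned in 3 comparisons. In Model against Sham 317 of 579 genes were higher, against 218 of 452 with a pseudocount of 1, 106 of 478 with median-of-ratios scaling, 132 of 371 without Sham 3, 9 of 21 without Model 2 and, chosen after seeing the data, 209 of 539 with Sham 3 and JGL 3 left out and 238 of 783 with library weights and median-of-ratios scaling. In JGL against Sham 1269 of 1899 were higher, against 683 of 1530 with median-of-ratios scaling and, chosen after seeing the data, 48.1% of 1579 with library weights and median-of-ratios scaling. In JGM against Sham 219 of 489 were higher, against 314 of 573 with a pseudocount of 0.1, 395 of 601 with TPM, 708 of 1296 with library weights, 884 of 1259 at an adjusted p alone, 232 of 430 without Sham 2, 329 of 572 without JGM 2 and 169 of 322 without JGM 3. Medians near 0 turned as well, as for neutrophil genes in Model, -0.35, which was 0.02 without Sham 3. List tests that passed in 1 setting also turned (adjusted p from limma). With fry in JGH the lists of chemokines (0.951), interferon-stimulated genes (0.996), collagens and matrix (0.996) and nuclear oxidative phosphorylation (0.996) were lower and not higher, and in JGL against Sham COX-2 and PGE2 (0.017) and the clock (0.018) were higher and not lower. Without Model 1, MHC class II was lower in JGL (0.027, range with 1 library left out 0.027 to 0.958) and in JGH (0.042, 0.0017 to 0.951), and B and plasma cells in JGM (0.0048, 0.0048 to 0.849), and interferon-stimulated genes in JGH were lower without JGH 1 (0.292, 7.3e-05 to 0.292). Of the tests of single named genes with 1 library left out, 5319 stayed on their side of the threshold, 467 no longer passed and 124 passed in addition. The 5319 include genes that did not pass with all libraries. Of the genes named by rule that passed in Model against Sham or in JGL against Model, only Stmn2, Oxtr, Car1 and Chi3l1 passed with each library left out. Of the list tests with an estimated correlation 169 stayed and 100 no longer passed. DESeq2 and edgeR were set as alternatives in case of counts and were not run. Without Model 2, or with only 2 groups in the fit, the share of reversed genes has no value, as no gene overlapped.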

Differences from the paper's values

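Unless another threshold is named, counts use the paper's thresholds (FDR of at most 0.05, 2-fold), with limma on FPKM in place of its DESeq2 and edgeR. The paper gives 1783 DEGs for Model against Sham, and 579 were found here. Of the alternatives set before the data were examined, an adjusted p alone, which drops the fold threshold, came within 1.5 times of the paper's count (2041), and the others did not.

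The paper gives 744 overlapping genes and 358 reversed genes, where 12 and 2 were found. By dose, the paper gives 110 reversed genes in JGL, 184 in JGM and 194 in JGH, against 2, 0 and 0 here with limma (28, 42 and 63 at an unadjusted p of at most 0.05 and 2-fold). DEGs against Model number about 1600 for JGL, about 700 for JGM and about 610 for JGH in the paper's Fig. 4A, read by eye, against 64, 0 and 0 here with limma (676, 186 and 125 at the unadjusted threshold). For these 8 counts, none of the alternatives set before the data were examined came within 1.5 times of the paper's value.

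Of the settings chosen after seeing the values, fits of 2 groups at an unadjusted p and 2-fold came within 1.5 times for some counts, and how many of the paper's own genes they drop cannot be given, since its gene lists are not in the deposited table. With a pseudocount of 0.1 they gave 1319 DEGs for Model against Sham and 136 reversed genes in JGH, with no filter as well 1251 DEGs for Model against Sham, and with no filter and a pseudocount of 0.01 they gave 1493 DEGs for Model against Sham, 421 DEGs in JGH, 166 reversed genes in JGH and 284 reversed genes at any dose.

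The paper states that the gel turned back most of the changes of the overlapping genes in the model. Of the 12 overlapping genes, all from JGL, 16.7% were reversed, and 0% to 60.0% with 1 library left out (55.6% without Sham 2 and 60.0% without JGL 3). At an unadjusted p of at most 0.05 and 2-fold 28 of 188 were reversed in JGL, 42 of 50 in JGM and 63 of 68 in JGH, where draws with an unchanged dose gave 44.6 of 50.3 for 1 dose on average (central 95% of draws 0 to 286 reversed). At any dose they were 105 of 260, which was not simulated. Of all 579 DEGs of Model 29.5% had the opposite sign in JGL, 67.4% in JGM and 63.9% in JGH. The paper states that the transcriptome showed specific expression of IL-17RB and not of IL-17RA. If this means a change in the model, the tests here gave the same, as Il17rb passed in Model against Sham (adjusted p = 0.045 from limma) and Il17ra did not (adjusted p = 0.29 from limma), though the call of Il17rb was lost without each of the 6 libraries in turn. If it means presence, Il17ra lay between 13.25 and 61.16 FPKM over the 15 libraries and Il17rb did not exceed 1.84 FPKM. By RT-qPCR, a different assay, the paper reports the IL-17 pathway genes higher in Model and lower at each dose of the gel. In the FPKM values Mmp3 had log2 fold changes of 2.15 in Model against Sham and, against Model, of 1.99 in JGL, -0.78 in JGM and -0.24 in JGH, and Cxcl6 had 1.36, 3.43, -0.95 and -0.58. Against Model, Il17rb had log2 fold changes of -0.66 in JGL, -0.44 in JGM and -1.03 in JGH, and Ccl17 0.48, -0.98 and -0.57, Fosb -0.13, -1.08 and 0.89, Mmp13 2.21, 1.08 and -0.05, and Ngf 0.32, -0.11 and 0.32, none of which passed with limma. Some of these signs rest on 1 library. In JGL, Ngf was -0.20 and Fosb 0.18 without JGL 3, and without Model 1 Fosb was 0.46 and Ccl17 -0.14. In JGM, Mmp13 was -0.01 without JGM 1, Il17rb 0.02 without JGM 3 and Ngf 0.02 without Model 2. In JGH, Fosb was -0.17 without JGH 3, Mmp13 was 0.21 without Model 2, 0.12 without JGH 2 and 0.50 without JGH 3, and without Model 2 Mmp3 was 0.03 and Cxcl6 0.01.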

Other observations

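Of 9 genes of tendon and ligament, 6 rose in JGM against Sham (8 when adjusted over the list alone), 4 in JGL (4), 3 in JGH (8) and 1 in Model (1), with medians of 2.60, 1.35, 2.09 and 1.09. In limma's camera the adjusted p was 6.6e-05 in JGM, 0.24 in JGL and 2.1e-05 in JGH, and adjusted p = 0.53 with an estimated correlation in JGM and 0.62 in JGH. Thbs4, a thrombospondin of tendon matrix, rose in each group against Sham, by a log2 fold change of 3.28 in JGL, 2.60 in JGM and 2.09 in JGH (standard error 0.45 each, adjusted p = 4.4e-04, 0.0096 and 0.019 from limma). Its call in Model was lost without Sham 1, Sham 3, Model 1 or Model 2. Of 13 cartilage genes, 5 rose in JGM (6 when adjusted over the list alone) and 2 in JGH (5), and Chad, a protein of cartilage and tendon matrix, lay at 48.36, 1.74 and 30.78 FPKM in JGM. How much tissue next to the synovium each sample held is not given. Of 16 adipocyte genes, all fell in JGL against Sham, 8 in JGM and 11 in JGH, and of 29 cell cycle genes, 27 rose in JGL and none in JGM or JGH. Top2a, a topoisomerase of dividing cells, had log2 fold changes of 2.46, 0.12 and 0.73 in that order.

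Of 19 genes of the circadian clock, Arntl (1.32) and Npas2 (1.73), both activators of the clock, rose in Model against Sham and Hlf (-1.01) fell, with the same counts when adjusted over the list alone. The calls of Arntl and Npas2 were lost without each of the 6 libraries but Sham 2, and that of Hlf without Sham 1, Sham 3, Model 1 or Model 2. Dbp, an output gene of the clock, lay at 12.69, 9.5 and 8.73 FPKM in Model, at 91.43, 104.52 and 64.39 FPKM in JGM and at 17.16, 12.29 and 14.08 FPKM in JGH. Its log2 fold change against Model was 2.30 in JGL and 3.00 in JGM (adjusted p = 0.066 and 0.22 from limma). None passed against Model over all genes with limma, and when adjusted over the list alone 7 rose and 1 fell in JGL and 6 rose and 2 fell in JGM. In limma's camera the adjusted p of the list was 0.058 in Model, 0.14 in JGL, 0.0018 in JGM and 0.33 in JGH, and adjusted p = 0.36 with an estimated correlation in JGM. The hour at which each animal was killed is not given.

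Of the genes of the NGF-TrkA pathway that the paper measured in synovium or dorsal root ganglia, the synovium held little signal in the FPKM values. Ngf lay between 0.05 and 0.36 FPKM in Sham and between 0.31 and 0.74 FPKM in Model (log2 fold change 0.56, standard error 0.36, adjusted p = 0.27 from limma), Trpv1 did not exceed 1.03 FPKM, and Ntrk1, which encodes TrkA, did not exceed 0.45 FPKM and was not tested. Of the COX-2/PGE2 genes, Ptger4, which encodes EP4, lay between 1.66 and 2.45 FPKM in Sham and between 4.54 and 5.74 FPKM in Model. It passed in limma, a call that was lost without Model 1 or Model 2. In JGL it lay between 8.75 and 9.99 FPKM, in JGM between 3.09 and 6.42 FPKM and in JGH between 4.29 and 5.49 FPKM. Ptgs2, which encodes COX-2, lay between 0.19 and 0.44 FPKM in Sham and Model. In JGL it lay at 1.8, 0.51 and 40.94 FPKM, and in JGM and JGH between 0.29 and 0.69 FPKM.

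Since the comparisons share the Model libraries, the number of reversed genes was also simulated with no difference between Model and a dose, from the residuals of all 15 libraries. At an unadjusted p of at most 0.05 and 2-fold, a dose gave 44.6 reversed genes on average in 100 draws (central 95% of draws 0 to 286), against 28 in JGL, 42 in JGM and 63 in JGH. The correlation of the fold changes of Model against Sham with those of a dose against Model was -0.28 in the draws (-0.63 to 0.11), and 0.20 in JGL, -0.28 in JGM and -0.33 in JGH.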
